# Long non-coding RNAs have age-dependent diurnal expression that coincides with age-related changes in genome-wide facultative heterochromatin

**DOI:** 10.1186/s12864-018-5170-3

**Published:** 2018-10-29

**Authors:** Jinhee Park, William J. Belden

**Keywords:** Circadian rhythm, Aging, Long non-coding RNA, Diurnal, Heterochromatin, Histone H3 lysine 9 methylation

## Abstract

**Background:**

Disrupted diurnal rhythms cause accelerated aging and an increased incidence in age-related disease and morbidity. The circadian clock governs cell physiology and metabolism by controlling transcription and chromatin. The goal of this study is to further understand the mechanism of age-related changes to circadian chromatin with a focus on facultative heterochromatin and diurnal non-coding RNAs.

**Results:**

We performed a combined RNA-seq and ChIP-seq at two diurnal time-points for three different age groups to examine the connection between age-related changes to circadian transcription and heterochromatin in neuronal tissue. Our analysis focused on uncovering the relationships between long non-coding RNA (lncRNA) and age-related changes to histone H3 lysine 9 tri-methylation (H3K9me3), in part because the Period (Per) complex can direct facultative heterochromatin and models of aging suggest age-related changes to heterochromatin and DNA methylation. Our results reveal that lncRNAs and circadian output change dramatically with age, but the core clock genes remain rhythmic. Age-related changes in *clock-controlled gene (ccg)* expression indicate there are age-dependent circadian output that change from anabolic to catabolic processes during aging. In addition, there are diurnal and age-related changes in H3K9me3 that coincide with changes in transcription.

**Conclusions:**

The data suggest a model where some age-related changes in diurnal expression are partially attributed to age-related alterations to rhythmic facultative heterochromatin. The changes in heterochromatin are potentially mediated by changes in diurnal lncRNA creating an interlocked circadian-chromatin regulatory network that undergoes age-dependent metamorphosis.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5170-3) contains supplementary material, which is available to authorized users.

## Background

Early circadian research showed non-circadian day lengths negatively impact longevity [1], even though the free-running rhythm only changes slightly with age [2]. More recent reports indicate circadian disruption contributes to increased morbidity [3] and diseases including; metabolic disorders [4–6], depressive disorders [7], cardiovascular disease [8], cancer [9], and advanced aging [10]. In addition, age-related changes to the circadian clock result in a dampened endocrine and neuroendocrine hormone rhythm [11] concurrent with a decrease in *Clock* and *Bmal1* expression, while the rhythm in *Per* genes is largely unaffected [12]. There are also extensive age-related changes to *clock-controlled genes* (*ccg*) in the liver that correlate with age-related changes to metabolism which occurs with a change in acetylation [13, 14]. As a result of these reports and others, there is a growing appreciation of the connection among circadian disruption, advanced-aging and an increased incidence of age-related maladies, yet the mechanism underlying these remains cryptic.

The core circadian rhythm is maintained by a transcriptional negative feedback loop where the dimeric transcriptional activators CLOCK and BMAL1 [15–18] drive expression of the *Period (Per1, Per2, Per3)* [19–21] and *Cryptochrome* (*Cry1, Cry2*) genes [22, 23]. Once expressed, the PERs associate with the CRYs and form a multisubunit complex (approximately 2 MDa) that contains repressive chromatin modifiers including a histone H3 lysine 9 methyltransferase (KMT1/Suv39h), RNA binding proteins, and the nucleosome remodeling and deacetylase (NuRD) corepressor [24–27]. In a second feedback loop, RORα and REV-ERBα have a positive and negative role, respectively, in regulating rhythms in *Bmal1* expression [28, 29]. The clock regulates, either directly or indirectly, a large percentage of protein-coding genes [30–36] and controls genome-wide chromatin states that oscillate between permissive and non-permissive states [31, 32, 37]. Facultative heterochromatin at the central clock gene(s) in Neurospora*,* Drosophila and mammals is observed during the repressive phase and is characterized by histone H3 lysine 9 di- and tri-methylation (H3K9me2 & H3K9me3) and HP1 binding [24, 38–42]. The extent of circadian-regulated facultative heterochromatin (CRFH) throughout the genome is unknown, but it does occur at *D-element binding protein* (*Dbp*) suggesting, at the very least, it is present at a *ccg* [41].

Long non-coding RNAs (lncRNAs) and natural antisense transcripts (NATs) are known to aid in establishing repressive chromatin and can function in both *cis* and *trans* [43, 44]. As such, they are a potential mechanism by which the circadian clock could establish permissive or non-permissive chromatin states to regulate gene expression. Support for this idea comes from numerous reports documenting a wide-array of rhythmic ncRNA [32] including a NAT that originates from *Per2* [31, 32]. Based on studies on the Neurospora *frequency* NAT, it is possible that *Per2AS* may be necessary to help establish heterochromatin and assist in feedback repression [39].

Current theories on aging suggest that changes in heterochromatin may be responsible for age-related changes in gene expression and alterations in H3K9me3 may function as a driver of aging [45, 46]. For example, in models of Werner syndrome, a premature aging disorder in humans, there are genome-wide changes to H3K9me3. The changes in H3K9me3 in Werner syndrome are likely due to WRN-guided heterochromatin because WRN associates with KMT1/SUV39H and HP1 [46, 47]. The connections among the circadian clock, heterochromatin, lncRNA and aging led us to examine the role of lncRNA in age-related changes to the clock-chromatin circuit and ascertain whether this may contribute to age-related diseases. To accomplish this, we performed a comprehensive RNA-sequencing (RNA-seq) and H3K9me3 ChIP-seq on zebrafish brain tissue from animals that were 4, 12, and 20 months (M) old at zeitgeber time (ZT) 4 and ZT16. We observed age-related changes to diurnal H3K9me3 and RNA expression, with a subset of diurnal genes showing changes in H3K9me3. The results suggest that age-related changes to circadian regulated transcription occur in part due to changes in heterochromatin.

## Results

### Identification of long non-coding RNAs

There are age-related changes to circadian transcription that coincide with changes in physiology, but the connection to changes in circadian noncoding RNA and chromatin are lacking. To further define age-related changes to circadian transcription, including changes in lncRNA expression, we performed a multi-dimensional RNA-sequencing (RNA-seq) experiment with a focus on lncRNA transcript discovery. We isolated total RNA from zebrafish brain tissue at two diurnal time points (ZT4 and ZT16) for 3 different ages (4 M, 12 M, 20 M). We processed the ribo-depleted, stranded RNA-seq data using Tophat2/Cufflinks (T/C) [48] and/or HISAT2/StringTie (H/S) [49] with the zebrafish genome GRCz10. In our analyses, we also included stranded RNA-seq data from developing zebrafish embryos [50] to enhance lncRNA identification. In order to detect the known *per2AS* transcript with H/S pipeline, we had to use an FPKM cut-off of 0.1 in StringTie. Stipulating *per2AS* identification as criteria in StringTie generated an excessive number of single-exon transcripts (> 150,000), so we proceeded with the analysis using T/C results (Additional files 1 and 2). The Cufflinks transcripts were further subdivided by class code and processed with bedtools intersect to identify potential overlapping lncRNA. This analysis revealed there were potentially 14,773 overlapping transcripts (OT). Next, we processed the OT with PLEK (**p**redictor of **l**ong non-coding RNAs and m**e**ssenger RNAs based on an improved **k**-mer scheme) to predict potential NATs [51] with the notion these may play a role in chromatin regulation. Overall, this analysis revealed 5299 lncRNAs overlapped with another gene, either protein-coding gene or overlapping lncRNAs. The inclusion of RNA-seq data from developing zebrafish embryos allowed us to perform a comprehensive analysis of lncRNA from early development through aged adult animals. To further parse the data, we took the 146,910 transcripts from Cufflinks and found 87,327 transcripts that are not contained in zebrafish GRCz10 genome assembly. These 87,327 transcripts were processed with PLEK to find lncRNA [51] yielding 50,524 potential lncRNAs. Next, we filtered the 50,524 potential lncRNAs based on expression stipulating that a transcript must change in at least one sample set to separate regulated transcription versus nonspecific transcriptional noise. In total, 17,702 potential lncRNAs displayed differential expression from embryogenesis to aged adult. Further clustering of 17,702 transcripts into 8 groups based on expression revealed that expression of some lncRNA are restricted to specific times during embryo development, while others are restricted to adult fish (Additional file 3). In general, we found specific lncRNAs are largely confined to brain tissue and were either not present during development or were low abundance. One group (Group 6, Additional file 3 g**)** displayed a noticeable diurnal oscillation at 12 M where transcripts were highly expressed at ZT4, but largely absent at ZT16. These same lncRNAs appeared constant regardless of the time-of-day at other ages.

### Age-related changes to diurnal gene expression

Next, we proceeded to examine diurnal expression across all three age groups. Transcripts were split into protein-coding genes and transcripts not currently annotated in the GRCz10 reference assembly (unannotated transcripts). Among the 87,327 unannotated transcripts, PLEK predicted roughly 58% were lncRNA (Additional file 3). Analysis of diurnal expression comparing ZT4 to ZT16 (q ≤ 0.05) revealed 273, 604, and 193 diurnal transcripts in 4, 12, and 20 M age groups, respectively (Fig. 1a). Unannotated transcripts represented 48.7% and 39.4% in 4 and 20 M groups, while they represented 83.4% of diurnally expressed transcripts in the 12 M group. The annotated diurnal genes for each age group can be found in Additional files 4-6. At each age, a portion of the diurnal transcripts overlapped with another transcript on the opposite DNA strand. In total, 9.5% (26 of 273), 6.6% (40 of 604), and 12.4% (24 of 193) of diurnal transcripts at 4, 12, and 20 M contained an overlapping transcript.

**Fig. 1:**
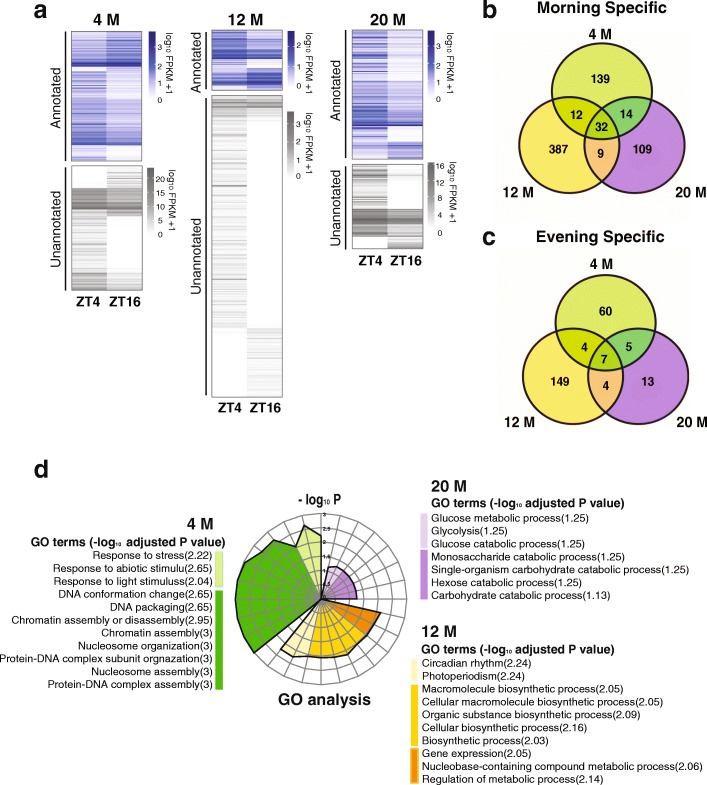
Age-related changes in diurnal transcription of zebrafish brain tissue. **a** Heatmaps illustrate diurnal regulated genes from zebrafish brain tissue at 4 M, 12 M and 20 M (FDR ≤0.05). Transcripts were sorted into annotated (blue color scale) and unannotated genes (gray color scale). The list of genes and locus information is contained in Additional file 4 :Tables S1a-c. The overlap of age-related changes in diurnal gene expression was determined for (**b**) morning-specific genes (elevated at ZT4) and (**c**) evening-specific genes (elevated at ZT16). **d** Radial graph depicting the GO analysis from age-specific diurnal genes (*P* ≤ 0.01). Functionally related GO terms are clustered based on age (4 M; green, 12 M; yellow and 20 M; purple)

To examine age-related changes in diurnal gene expression, diurnally expressed genes from the three different ages were split into two groups. Those that peaked at ZT4 were classified as morning-specific and those that peaked at ZT16 were classified as evening-specific. Comparison across ages revealed the vast majority of diurnal genes change with age and only a small subset (32 morning-specific and 7 evening-specific) of genes maintained diurnal expression regardless of age (Fig. 1b,c). The morning-specific genes included *per2* and *cry1a*, while evening-specific genes included *bmal1/arntl1a* and *clock* (Fig. 2c). We further examined the age-related changes to diurnal gene expression by clustering transcripts elevated at ZT4 relative to ZT16 for each age (Additional file 7). In general, morning and evening specific genes changed expression as the animals aged.

**Fig. 2:**
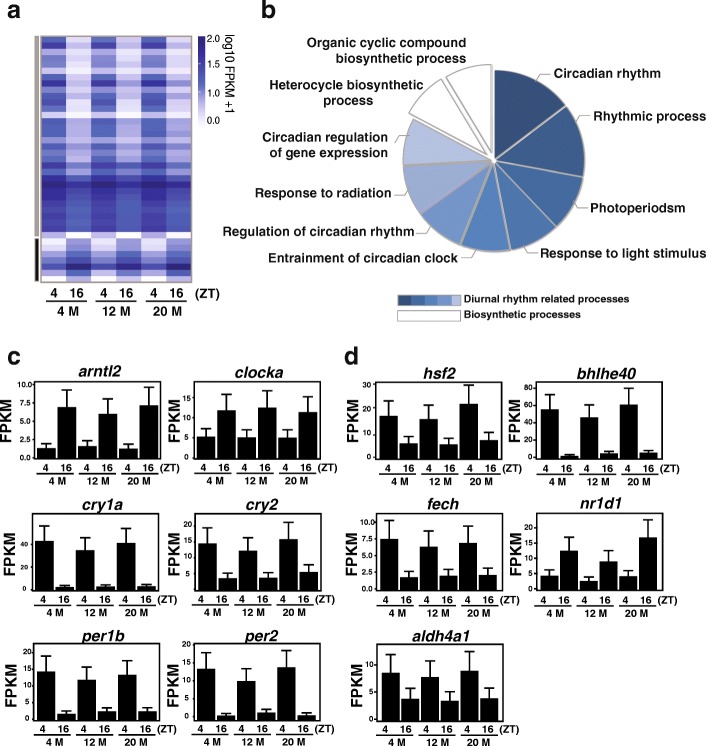
The core clock remains rhythmic regardless of age. **a** Expression of the 39 genes that maintained oscillations across all age groups. **b** Functional categorization of the GO terms for the 39 genes whose diurnal expression did not change with age. Genes related to diurnal rhythm-related function (shaded blue) or other biosynthetic processes (shaded white). **c** Relative expression at both times across all age groups for a subset of genes that did not change with age (FDR < 0.05)

To further define the physiological consequence of age-related changes in diurnal gene expression, we calculated gene ontology (GO) enrichment as a function of age using WEB-based GEne SeT AnaLysis (WebGestalt) Toolkit [52, 53] (Fig. 1d). This analysis showed diurnal genes differed in their ontology as a function of age. For example, in 4 M-old fish diurnally expressed genes were mainly associated with nucleosome/chromatin assembly, protein-DNA complex assembly and response to stimuli such as light, abiotic factors, and stress. In 12 M fish, the top enriched GO terms included circadian rhythm along with biosynthetic and metabolic processes. In 20 M fish, the most significant GO terms included glucose metabolism and carbohydrate or monosaccharide catabolism. The results indicate that age-related changes in diurnal genes are chronologically clustered into different biological processes that include cellular growth and anabolic processes in young animals, changing to genes involved in cellular maintenance in adults, and switching to catabolism in older animals.

Next, we performed disease enrichment on diurnal-regulated genes at each age to compare age-related changes with known disease markers. Disease Ontology (DO) analysis was conducted using DOSE [54] and revealed a correlation between gene expression and age-related diseases (Additional file 8). In addition to mood and bipolar disorder that appeared to manifest in older animals, genes implicated in diseases originating in other tissues were also present, suggesting that separate alterations in clock output in peripheral tissue may be a causative event in disease manifestation. Furthermore, we used the Age-Related Disease (ARD) database [55] and found an association between gene expression changes and age-related cognitive decline. For example, we found that *c3a.1* and *anxa3b*, genes implicated in neurodegenerative diseases such as Alzheimer’s disease and Parkinson’s [56], lost their diurnal rhythm at 20 M (Additional file 8b).

### Circadian clock remains constant regardless of age

We next focused on the 39 genes (32 morning-specific and 7 evening-specific) that maintained diurnal expression regardless of age (Fig. 2a). GO analysis revealed the vast majority of genes are involved in circadian clock regulation (Fig. 2b). This subset of genes includes *arntl2*, *clocka*, *cry1a, cry2, per1b* and *per2* as well as *hsf2*, *bhlhe40*, *fech*, *nr1d1* and *aldh4a1,* which all show distinctive diurnal expression (Fig. 2c). Consistent with other reports [13, 14], these data indicate that core clock genes are largely unaffected by age, suggesting there is an undefined age-related network that alters circadian output beyond the normal plasticity found in circadian oscillators.

### Age-specific diurnal genes with overlapping transcripts

A fraction of diurnally expressed genes had a corresponding overlapping transcript so we examined how the expression of these pairs changed with age with the idea that they may engage in transcriptional interference of represent a chromatin-regulating lncRNA and it’s cognate *cis* target. This concept is rooted in the observation that lncRNAs are known regulators of chromatin and can influence gene expression in both *cis* and *trans* [44]. In support of this notion, we found that 9.5, 6.6 and 12.4% of diurnal genes for the 3 age groups had an OT. Expression of representative diurnal genes with corresponding OT is in shown in Fig. 3a-d. As previously noted *per2*, which maintained a diurnal rhythm regardless of age, has a corresponding antisense transcript (*per2AS*), although in the RNA-seq *per2AS* lacks a readily apparent rhythm for the 2 diurnal time points tested here (Fig. 3a). However, when we examine a 24-h time course using strand-specific RT-PCR an antiphasic rhythm is apparent (data not shown). Diurnal expression of other genes with OT was restricted to specific ages. For example, *myl10* has diurnal expression at 4 M but not 12 and 20 M. Like *per2AS*, *myl10AS* does not have a detectible rhythm at any age (Fig. 3b, Additional file 9a). In contrast, *cishb* and *cishbAS* both have diurnal expression with a similar phase (both transcripts are elevated at ZT4 and reduced at Z16) (Fig. 3c, Additional file 9b). Finally, *myl1* exhibited diurnal expression at 20 M, but not 4 M and 12 M and its OT, *myl1AS* did not show a detectible rhythm at any age examined (Fig. 3d, Additional file 9 c). RT-PCR results for these OT are consistent with the RNA-seq data, confirming OT are present at a subset of diurnal genes but do not necessarily display antiphasic rhythms; a finding consistent with results from liver [32]. However, our data are limited to 2 diurnal time-points, so we cannot rule out the possibility that these OTs have an oscillation with a different phase. In addition, the antisense transcripts were all expressed at much lower levels so detecting differences was inherently more difficult.

**Fig. 3:**
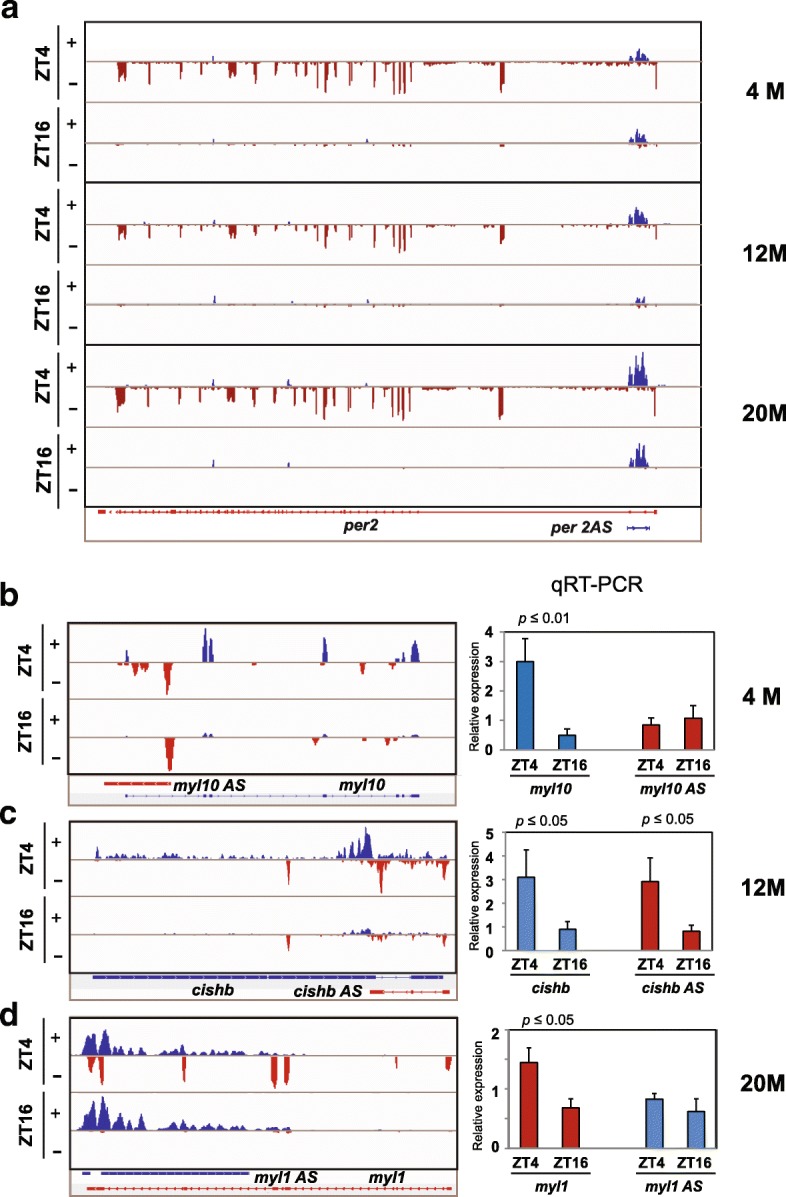
Representative examples of overlapping transcripts. IGV traces of the (**a**) *per2* locus showing relative expression of transcripts that originate from the plus strand (blue) and the minus strand (red) across all three age-groups. Representative IGV traces and validation of sense and antisense transcripts by quantitative RT-PCR of diurnal transcripts with corresponding antisense transcripts for each representative age-group (**b**) *myl10* at 4 M, (**c**) *cishb* at 12 M and (**d**) *myl1* at 20 M. Error bars present SEM and the *p*-values are shown on the graphs

### Diurnal and age-related changes to facultative heterochromatin

Given our observation of many diurnal lncRNAs and their potential role as regulators of chromatin, we proceeded to examine if there were age-related changes in facultative heterochromatin, specifically H3K9me3, which might account for the age-related changes in gene expression. 

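H3K9me3, histone H3 trimethylated on lysine 9, is a mark of heterochromatin, and ZT4 and ZT16 lie 4 h and 16 h after lights on. The data cover 6 groups, which combine the ages of 4, 12 and 20 months with both times. Each group has 3 H3K9me3 libraries, 18 in all, and the sample descriptions list 1 further library made with an antibody against GFP. The authors mapped the reads, stated in the methods as single-end reads of 50 bp, to GRCz10 with Bowtie2 and called peaks with MACS2 on the BAM files of each triplicate. They deposited 1 peak list for each group. A list gives the chromosome, start and end of each peak and a score, which is the authors' own value and was used only to rank or filter peaks within its list. The methods give a number of reads without assigning it to single libraries, and the lists give no value for single libraries and no read counts. The spread between replicates and the depth behind each peak are therefore unknown from them, no test between groups was possible, and every difference between lists is given without an error. Peaks were counted, compared by overlap between lists and placed against the loci of the paper's Additional files. The number of peaks called moves with sequencing depth and with enrichment in the pull-down, neither of which the lists record, so a site missing from a list was not called there, which does not show that the mark was absent.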

We performed H3K9me3 chromatin immunoprecipitation (ChIP) from crosslinked zebrafish brain tissue at ZT4 and ZT16 at 4, 12 and 20 months of age. 

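The lists held 70317 H3K9me3 peaks at 4 M ZT4 and 55874 at 4 M ZT16. At 12 M, 29 peaks were listed at ZT4 and 8755 at ZT16. At 20 M, the numbers were 19177 at ZT4 and 87948 at ZT16. The peaks covered 7.86 Mb at 4 M ZT4, 6.10 Mb at 4 M ZT16, 1.66 Mb at 12 M ZT16, 2.84 Mb at 20 M ZT4 and 10.2 Mb at 20 M ZT16, and 3369 bp at 12 M ZT4. The log2 ratio of the number of peaks at ZT16 to that at ZT4 was -0.33 at 4 M, 8.24 at 12 M and 2.20 at 20 M. The lowest score was 10 in 5 of the 6 lists and 13 at 12 M ZT4. If the score is on the scale that MACS2 writes to such lists, 10 times the negative log10 of q, a score of 10 corresponds to q 0.1 and a score of 20 to q 0.01. Peaks that scored under 20 made up 3.24% of the list at 4 M ZT4 (Wilson 95% interval 3.11 to 3.37), 1.17% at 4 M ZT16 (1.08 to 1.26), 7.79% at 20 M ZT4 (7.42 to 8.18) and 8.00% at 20 M ZT16 (7.82 to 8.18). They made up 66.8% at 12 M ZT16 (65.8 to 67.8) and 8 of the 29 peaks at 12 M ZT4. In proportion to the list, the stricter threshold, a score of at least 30, moved the number at 12 M ZT16 most, to 445 peaks.

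**Figure D1:**
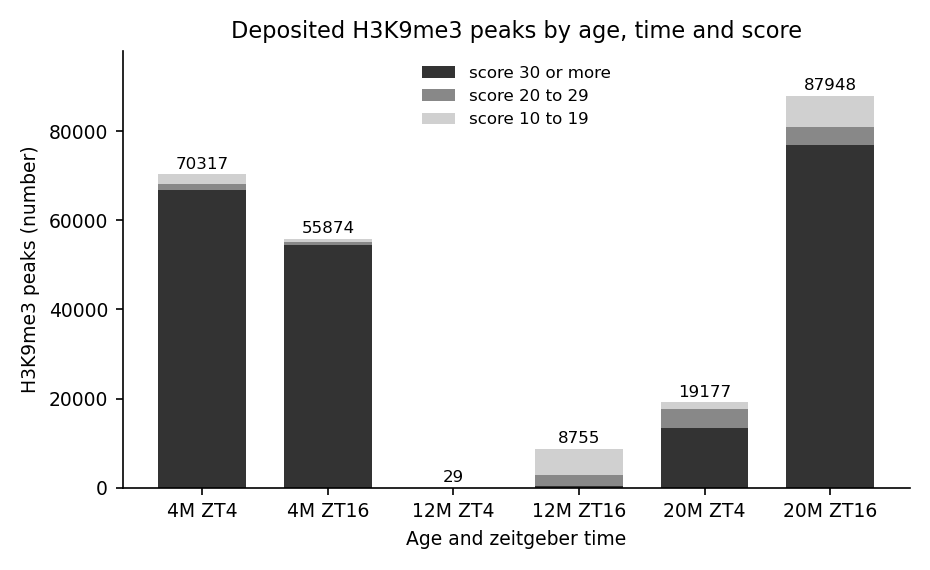
Number of H3K9me3 peaks in the list of each age and time, with 1 bar per list, shaded by the score of the peaks, and no error bar because each group has 1 list. ZT4 exceeds ZT16 at 4 M, ZT16 exceeds ZT4 at 12 M and 20 M, and most 12 M ZT16 peaks score under 20.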

Chromatin enriched with H3K9me3 was identified using MACS2 (q ≤ 0.01) [57] and differential diurnal distribution within and between ages defined by DiffBind [58]. Diurnal heterochromatin between ZT4 and ZT16 was observed at all ages (*p* ≤ 0.05) and H3K9me3 levels changed throughout the genome concurrent with change in age. For example there were 3424 rhythmic H3K9me3 peaks at 4 M, 3417 at 12 M and 9717 at 20 M (Fig. 4a a-c). 

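A peak was counted as shared when it overlapped a peak of the other time by at least 1 bp. At 4 M, 55344 of the ZT4 peaks (78.7%) were shared with ZT16, and 14973 were listed at ZT4 only. Of the ZT16 peaks at 4 M, 462 were listed at ZT16 only. At 12 M, every ZT4 peak was shared, and 8728 peaks were listed at ZT16 only. At 20 M, 202 peaks were listed at ZT4 only and 68979 at ZT16 only. Overlap by chance was described by 1000 circular shifts of one list within each chromosome. The shifts gave a mean of 1.02% shared for the ZT4 peaks and 1.29% for the ZT16 peaks at 4 M, 0.483% for the ZT4 peaks at 12 M, and 2.04% for the ZT4 peaks and 0.446% for the ZT16 peaks at 20 M. When the longer list was reduced to its highest-scoring peaks, as many as the shorter list held, 4380 peaks were at ZT4 only and 4343 at ZT16 only at 4 M, and 5909 and 6000 at 20 M. At 12 M, 26 peaks of each list of 29 were then unshared. The paper's numbers of rhythmic peaks come from DiffBind on reads, which measures a difference in level at a peak, and were not recomputed here.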

To understand the distribution of H3K9me3 between coding and non-coding loci and the extent to which H3K9me3 oscillated at OT, the H3K9me3 peaks were broken down into those occurring in or near protein-coding genes (Fig. 4a d-f) or at loci containing predicted lncRNA (Fig. 4a g-i). The peaks were further classified into ones that occurred near OTs and these are highlighted in green. At 4 M, 14.2% of the diurnal H3K9me3 peaks occurred at annotated genes with an OT, while 8.3% occurred at a lncRNA with an OT; at 12 M 22% occurred at annotated genes with an OT and 13.6% occurred at a lncRNA with an OT; and at 20 M, 11.2% of peaks occurred at annotated genes with an OT and 22.2% occurred at a lncRNA with an OT. We next examined the differences in genome location of H3K9me3 that occurred in protein-coding genes relative to regions containing lncRNA (Fig. 4b). At protein-coding genes, H3K9me3 tended to cluster in promoter regions 1–3 kb upstream of transcription start site, in introns and intergenic regions, whereas at lncRNAs, H3K9me3 mostly occurs in intergenic regions. This phenomena was likely observed because lncRNAs lack a 5′ or 3’ UTR and tend to be smaller with less splicing than their protein-coding counterparts. Collectively, the data indicate there are genome-wide diurnal oscillations in H3K9me3 that change in an age-dependent manner.

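Merged across the 6 lists, the 242100 peaks formed 90523 regions. The 20 M ZT16 list held 96.5% of these regions, and 27 regions were in every list. A single list held 22811 regions, of which 19725 were in the 20 M ZT16 list, 2658 in the 4 M ZT4 list and 428 in the other 4. In each of the 15 pairs of lists, at least 96.1% of the peaks of the shorter list overlapped a peak of the longer one. Peaks lay on all 25 chromosomes in every list except that of 12 M ZT4. Density was taken over the span up to the last peak of each chromosome. At 4 M ZT4 it ran from 46.6 to 55.7 peaks per Mb without chromosome 4, which had 59.9. At 20 M ZT16 it ran from 59.8 to 69.6 peaks per Mb, with 60.5 on chromosome 4. Chromosome 4 had the lowest density of the 25 at 4 M ZT16 (33.8 peaks per Mb), 12 M ZT16 (3.60) and 20 M ZT4 (10.3). With a score of at least 30 it was also the lowest at 4 M ZT4, at 40.8 peaks per Mb against 45.5 to 54.6 on the others, and at 20 M ZT16, at 44.3 against 53.3 to 63.0. From the diurnal peaks found by DiffBind at each age and their location, the paper reasons that H3K9me3 oscillates between the times of day across the genome and that the oscillation depends on age.

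**Figure D2:**
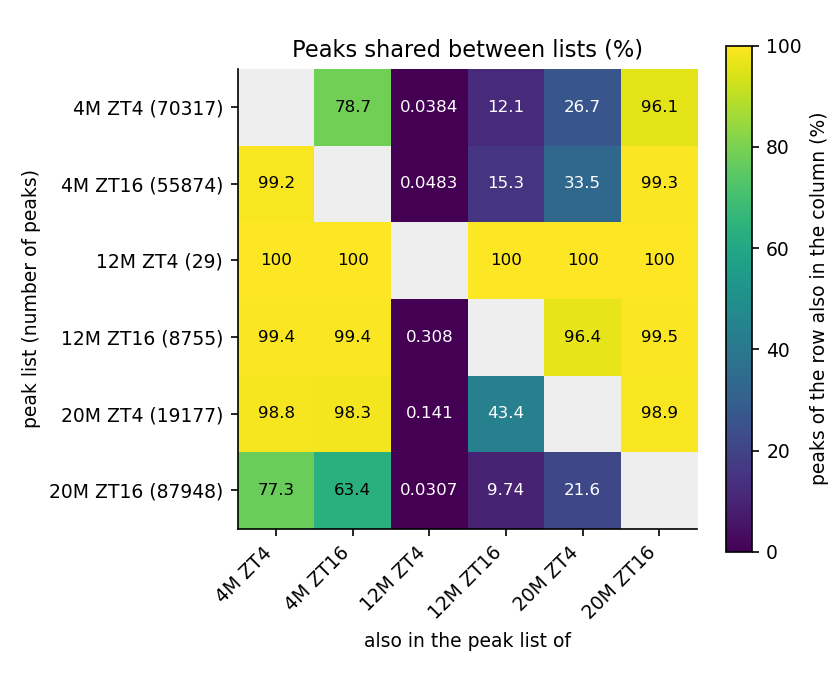
Percent of the peaks of each list (vertical) that overlap a peak of each other list (horizontal) by at least 1 bp. Shorter lists lie almost wholly within longer ones, at 96.1% or more.

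**Figure D3:**
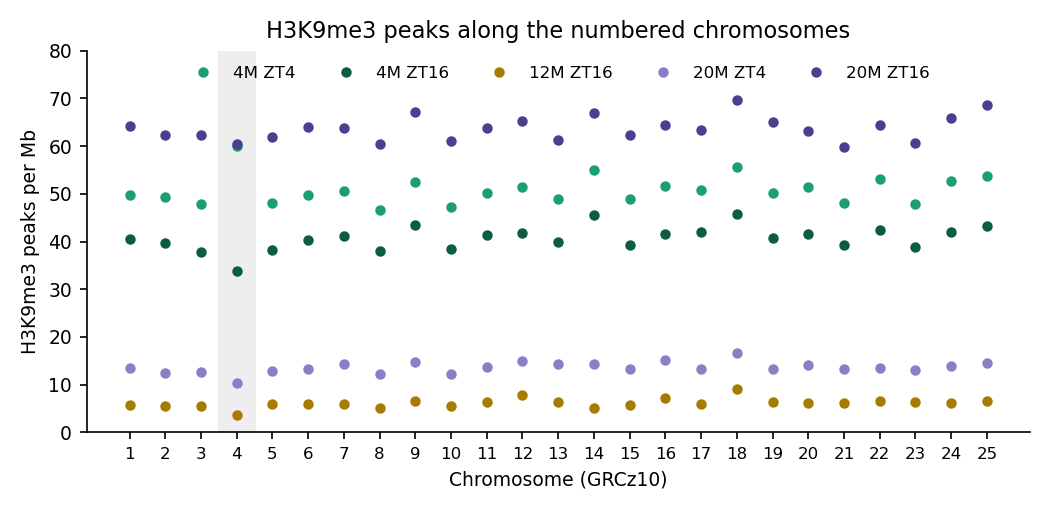
H3K9me3 peaks per Mb of each numbered chromosome (1 point per list), over the span up to the last peak, without the 12 M ZT4 list of 29 peaks. Chromosome 4, in the shaded band, is highest of the 25 at 4 M ZT4 with all peaks counted, though lowest there with a score of at least 30, and lowest at 4 M ZT16, 12 M ZT16 and 20 M ZT4.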

**Fig. 4:**
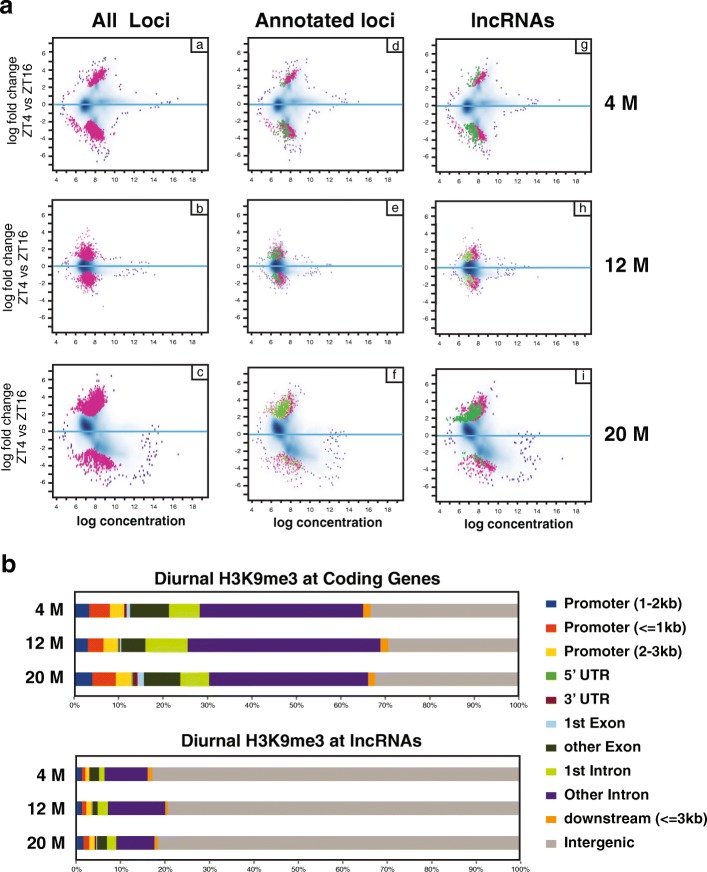
Diurnal rhythm in genome-wide H3K9me3 for each age group. **a** Diurnal changes in H3K9me3 levels between ZT4 and ZT16 for all 3 age groups. Loci with significant diurnal changes in H3K9me3 are shown in red. Positive values indicate H3K9me3 peaking at ZT4 and negative values peak at ZT16. The plots are further subdivided into annotated loci or predicted lncRNAs. The green spots indicate loci with OT. **b** Relative genome feature location of diurnal H3K9me3 for coding genes and lncRNAs

To further define age-related changes in facultative heterochromatin and examine the impact on age-related changes in gene expression, we began by selecting genes that displayed differential expression between 4 M and 20 M at the same time point (q ≤ 0.05). We found 266 transcripts had an age-related change at ZT4 and 462 at ZT16 (Fig. 5a, b). At ZT4, 76 annotated and 190 unannotated transcripts changed expression between 4 and 20 M and at ZT16, 167 annotated and 295 unannotated transcripts displayed age-related changes (Additional files 10 and 11). Next, we sorted the genes with age-related changes into four groups: Group 1 was morning-specific genes that decrease with age, Group 2 was morning-specific genes that increase with age, Group 3 was evening-specific genes that decrease with age and Group 4 was evening-specific genes that increase with age. Consistent with previous findings [14], GO analysis revealed age-related changes to metabolic function were prevalent (Table 1). Other notable findings in our analysis indicate that cardiovascular fitness and regenerative potential decline with age (Group 1) whereas responses to hypoxia and low oxygen are endemic to aged animals (Group 4).

**Fig. 5:**
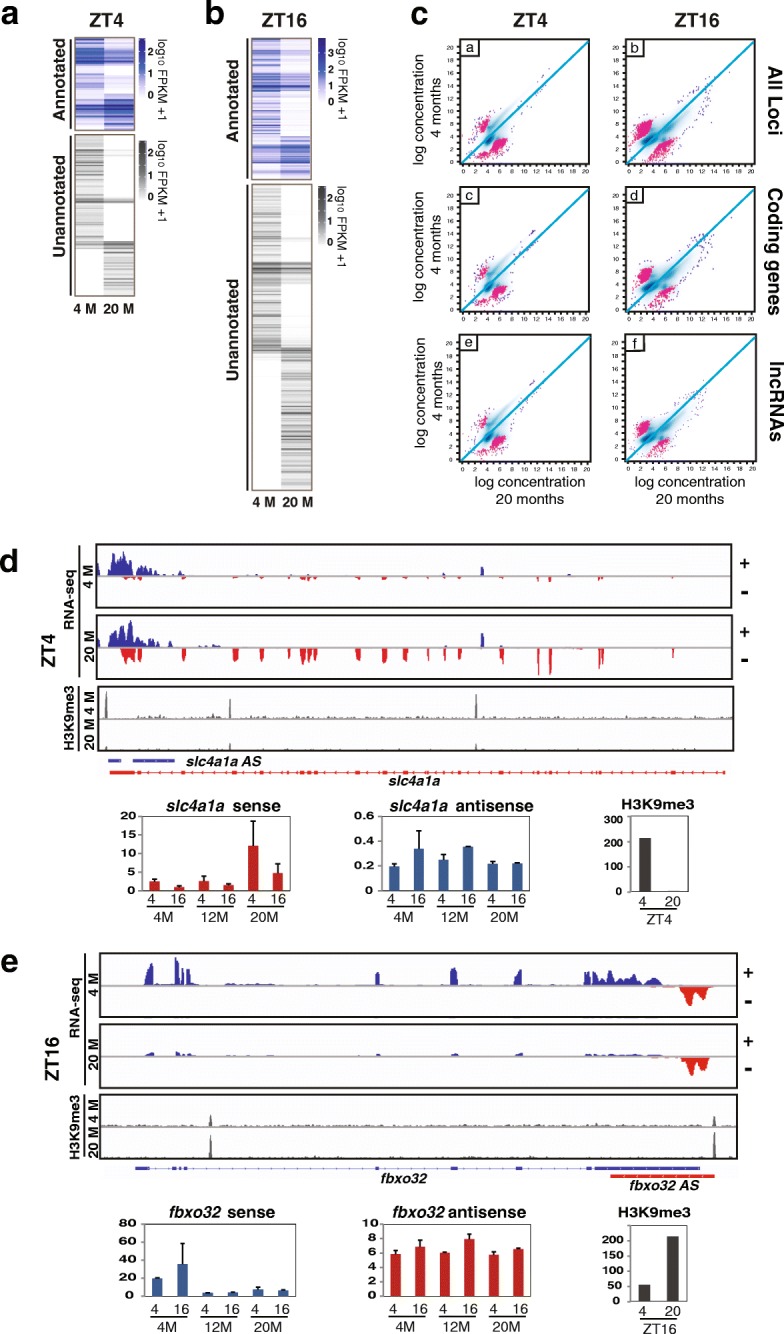
Age-related changes in transcript abundance coincide with changes in heterochromatin. **a** Genes that display age-related changes in expression between 4 M and 20 M at ZT4 (FDR ≤0.02). The genes are further subdivided into 50 annotated (blue scale) and 136 unannotated genes (Grayscale). **b** Same as in (**a**) except these loci have age-related changes at ZT16. At ZT16 there were 178 annotated genes (top) and 296 novel genes (bottom) that changed between 4 M and 20 M. Genes represented in the heatmaps are contained in Additional file 5: Tables S2a and b. **c** Scatter plots showing age-related changes in H3K9me3 between 4 M and 20 M at ZT4 and ZT16 for all loci described in (**a**) and (**b**). Loci with significant diurnal changes in H3K9me3 are shown in red. The data are further subdivided into protein-coding genes and lncRNAs. Representative examples of age-related changes in expression and H3K9me3 at genes with OT are visualized with IGV. **d** At ZT4, *slc4a4* has an age-related increase in expression and an age-related decrease in H3K9me3. **e** At ZT16 there is an age-related loss in *fbxo32* and a corresponding increase in H3K9me3

**Table 1:** The most enriched GO clusters are selected from 4 groups of genes and ranked by their -log10 p-value (*p* ≤ 0.01)

GO annotation	adj *P* value
Morning-Specific	
Group 1: Decrease with Age	
heart contraction	3.70E-03
heart process	3.70E-03
fin regeneration	4.70E-03
circulatory system process	5.50E-03
blood circulation	5.50E-03
tissue regeneration	7.80E-03
fin morphogenesis	1.48E-02
purine-containing compound biosynthetic process	1.88E-02
response to wounding	1.93E-02
appendage development	1.93E-02
Group 2: Increase with Age	
short-chain fatty acid metabolic process	6.24E-05
regulation of biological quality	2.00E-04
homeostatic process	6.00E-04
fatty acid metabolic process	1.40E-03
ion homeostasis	1.70E-03
chemical homeostasis	2.20E-03
monocarboxylic acid metabolic process	3.10E-03
cellular lipid metabolic process	1.14E-02
carboxylic acid metabolic process	2.08E-02
oxoacid metabolic process	2.22E-02
Evening-Specific	
Group 3: Decrease with Age	
glycolysis	1.92E-06
monosaccharide metabolic process	3.32E-06
hexose metabolic process	3.32E-06
glucose catabolic process	4.92E-06
monosaccharide catabolic process	5.66E-06
single-organism carbohydrate catabolic process	5.66E-06
hexose catabolic process	5.66E-06
carbohydrate catabolic process	6.48E-06
glucose metabolic process	1.52E-05
generation of precursor metabolites and energy	2.00E-04
Group 4: Increase with Age	
endothelial cell migration	2.00E-04
immune system process	1.00E-03
response to decreased oxygen levels	1.10E-03
response to hypoxia	1.10E-03
response to oxygen levels	1.10E-03
sprouting angiogenesis	1.50E-03
erythrocyte homeostasis	2.70E-03
erythrocyte differentiation	2.70E-03
embryonic hemopoiesis	2.90E-03
homeostasis of number of cells	3.10E-03

We next examined age-related changes to H3K9me3. Analysis of H3K9me3 between 4 and 20 M suggested H3K9me3 levels change for large portions of the genome as organisms age (Fig. 5c). This analysis shows an overall decrease in significant H3K9me3 peaks in 4 M versus 20 M at ZT4 and the opposite at ZT16. 

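At ZT4, 51528 peaks of the 4 M list were absent from the 20 M list, and 230 peaks of the 20 M list were absent from the 4 M list. At ZT16, 376 peaks were at 4 M only and 32172 at 20 M only, which was 36.6% of the 20 M list. The log2 ratio of the number of peaks at 20 M to that at 4 M was -1.87 at ZT4 and 0.65 at ZT16. Overlap by chance, from shifted lists as for the diurnal comparison, was 0.452% for the 4 M peaks and 1.66% for the 20 M peaks at ZT4, and 1.60% and 1.02% at ZT16. With lists of equal size, 6041 peaks were at 4 M only and 5922 at 20 M only at ZT4, and 4263 and 4122 at ZT16. Fig. 5c rests on DiffBind, which was not rerun here.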

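The paper's Additional files 4 to 6, 10 and 11 place 358 annotated loci, with a median length of 17324 bp, and 979 unannotated loci, with a median of 1185 bp. A locus was counted as having H3K9me3 when a peak overlapped it or lay within 3 kb. At 4 M ZT4, 65.1% of the annotated loci (Wilson 95% interval 60.0 to 69.8) and 47.4% of the unannotated loci (44.3 to 50.5) had a peak. At 20 M ZT16, the shares were 71.5% (66.6 to 75.9) and 47.8% (44.7 to 50.9). Annotated loci are longer, and without the flank 49.2% of them and 17.2% of the unannotated loci had a peak at 4 M ZT4. Among the loci with age-related expression at ZT4, 27.6% of the 76 annotated and 30.5% of the 190 unannotated loci had a peak at 4 M only. Among those at ZT16, 12.0% of the 167 annotated and 10.2% of the 295 unannotated loci had a peak at 20 M only.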

Changes occurred at protein-coding genes and lncRNA and were particularly pronounced for lncRNAs, some of which contained sense-antisense pairs. When compared with gene expression, H3K9me3 enrichment generally showed the expected and opposite pattern. For example, H3K9me3 was elevated near *slc4a1a* at 4 M relative to 20 M and *slc4a1a* showed a corresponding decrease in expression at 20 M compared to 4 M (Fig. 5d, Additional file 12a-c). In this case, loss of H3K9me3 at ZT4 near *slc4a1a* with increasing age resulted in a gain of morning-specific diurnal expression that was exclusive to 20 M brain. Conversely, we also observed the opposite and found an age-related loss in diurnal expression and a corresponding increase in heterochromatin. This phenomenon is represented by *fbxo32* (Fig. 5e), which displayed a diurnal oscillation at 4 M in the RNA-seq that was lost at 12 and 20 M. In this instance H3K9me3 levels increased with age at ZT16, which corresponded with the loss of expression. 

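Of the 266 loci with age-related expression at ZT4, 79 had an H3K9me3 peak within 3 kb at 4 M only, none at 20 M only, 56 at both ages and 131 at neither. Of the 462 loci at ZT16, 1 had a peak at 4 M only, 50 at 20 M only, 229 at both ages and 182 at neither. The opposite pattern, a peak at the age with the lower expression in the Additional files, was found at 20 of the 79 loci at ZT4 (25.3%, Wilson 95% interval 17.0 to 35.9). At ZT16 it was found at 26 of 51 loci (51.0%, 37.7 to 64.1). The direction of expression was permuted 10000 times over all loci of the time. The permutations gave a mean share of 32.7% at ZT4 and 60.5% at ZT16, and the observed numbers lay at percentiles 4.87 and 7.21 of them. With lists of equal size, the opposite pattern was found at 62.5% of the loci with a peak at a single age at ZT4, at percentile 87.3, and at 55.6% at ZT16, at percentile 60.7. The percentiles describe these lists and are not a test between ages. They also move with whether a locus has any peak, since loci with a peak at neither age were permuted too.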

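The slc4a1a locus, XLOC_050575 in the paper's Additional files, lies on chromosome 3 of GRCz10 from 19915570 to 19944686. Within 3 kb of it, 3 peaks were listed at 4 M ZT4, 3 at 4 M ZT16 and 3 at 20 M ZT16. No peak was listed at 20 M ZT4 or at either time at 12 M. The peaks at 4 M ZT4 ran from 19915353 to 19915432, before the start of the locus, and from 19921206 to 19921267 and 19932800 to 19932872, inside it. Their scores of 135, 116 and 145 lay at percentiles 67.6, 53.0 and 74.3 of that list. At 4 M ZT16, the scores lay between percentiles 37.2 and 73.3 of the list, and at 20 M ZT16 between 61.3 and 84.8. Of all 4 M ZT4 peaks, 73.3% were likewise absent from the 20 M ZT4 list. The paper also measured H3K9me3 at slc4a1a by ChIP-qPCR and its transcripts by RT-PCR. Those measurements do not depend on the lists and were not re-analysed here. The paper's expression values for slc4a1a in the Additional files are 2.51 FPKM at 4 M and 12.0 FPKM at 20 M at ZT4, and 0.954 and 4.72 FPKM at ZT16.

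**Figure D4:**
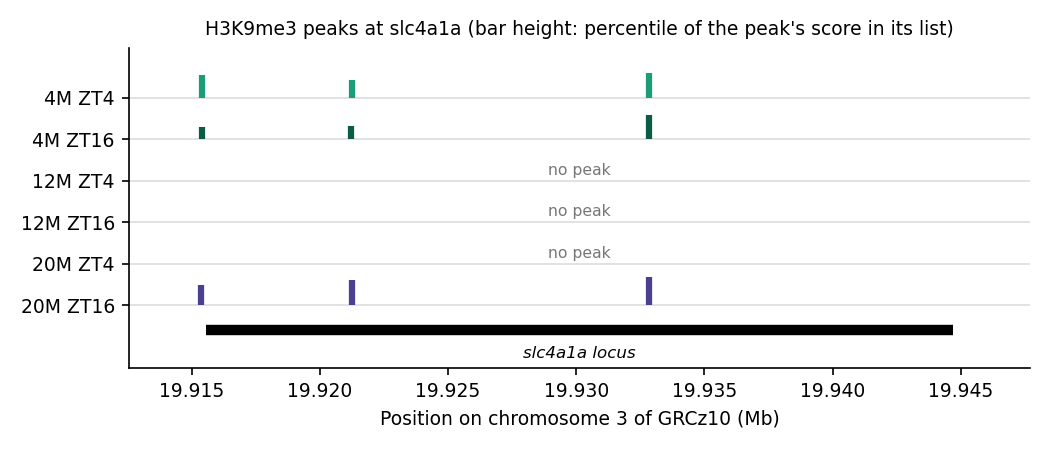
H3K9me3 peaks within 3 kb of slc4a1a on chromosome 3 of GRCz10 in the 6 lists, by position in Mb, with the locus as a black bar and each peak's height as the percentile of its score in its own list. The same 3 sites are listed at 4 M ZT4, 4 M ZT16 and 20 M ZT16.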

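The fbxo32 locus, XLOC_020117 in the Additional files, lies on chromosome 16 of GRCz10 from 25344116 to 25360420. At ZT16, the same 2 sites had a peak at 4 M and at 20 M, and no peak was listed at 12 M. The 4 M ZT16 peaks ran from 25346134 to 25346189, inside the locus, and from 25360455 to 25360505, past its end. Their scores of 60 and 50 lay at percentiles 28.4 and 14.1 of the list. The 20 M ZT16 peaks, with scores of 199 and 229, lay at percentiles 54.2 and 64.9 of theirs. Scores cannot be compared between lists, so a change in level at these sites was not measured here. At ZT4, both sites were listed at 4 M and neither at 20 M. Without the flank, 1 of the 2 sites remained in each of the 3 lists. The paper's expression values for fbxo32 at ZT16 are 35.5 FPKM at 4 M and 6.26 FPKM at 20 M.

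**Figure D5:**
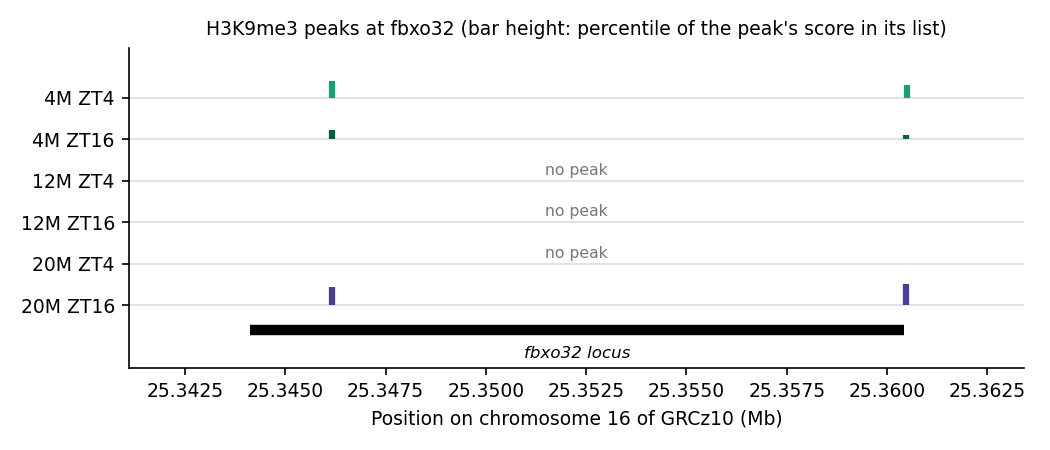
H3K9me3 peaks within 3 kb of fbxo32 on chromosome 16 of GRCz10 in the 6 lists, by position in Mb, with the locus as a black bar and each peak's height as the percentile of its score in its own list. The same 2 sites are listed at 4 M ZT4, 4 M ZT16 and 20 M ZT16.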

Despite the age-related changes in diurnal expression of the protein-coding genes and heterochromatin, the corresponding overlapping lncRNA did not always show an overt rhythm or expression differences among ages, indicating there is far more complexity to the system than just changes to lncRNA expression.

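The 15 peaks at slc4a1a and fbxo32 over all lists were 51 to 151 bp long, with a median of 63 bp, and 1 of them was between 150 and 200 bp. The median length of all peaks was 73 bp at 4 M ZT4, 70 bp at 4 M ZT16, 95 bp at 12 M ZT4, 117 bp at 12 M ZT16, 76 bp at 20 M ZT4 and 73 bp at 20 M ZT16. Peaks of 150 to 200 bp made up 4.19% at 4 M ZT4 (Wilson 95% interval 4.04 to 4.34), 3.86% at 4 M ZT16 (3.70 to 4.02), 9.66% at 12 M ZT16 (9.06 to 10.3), 7.06% at 20 M ZT4 (6.70 to 7.43) and 5.72% at 20 M ZT16 (5.57 to 5.88). At 12 M ZT4 they were 5 of the peaks, or 17.2% (7.60 to 34.5). Peaks shorter than 150 bp were the majority in every list, from 58.2% at 12 M ZT16 to 85.0% at 4 M ZT16. The stricter threshold moved the median most at 12 M ZT16, to 75 bp.

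**Figure D6:**
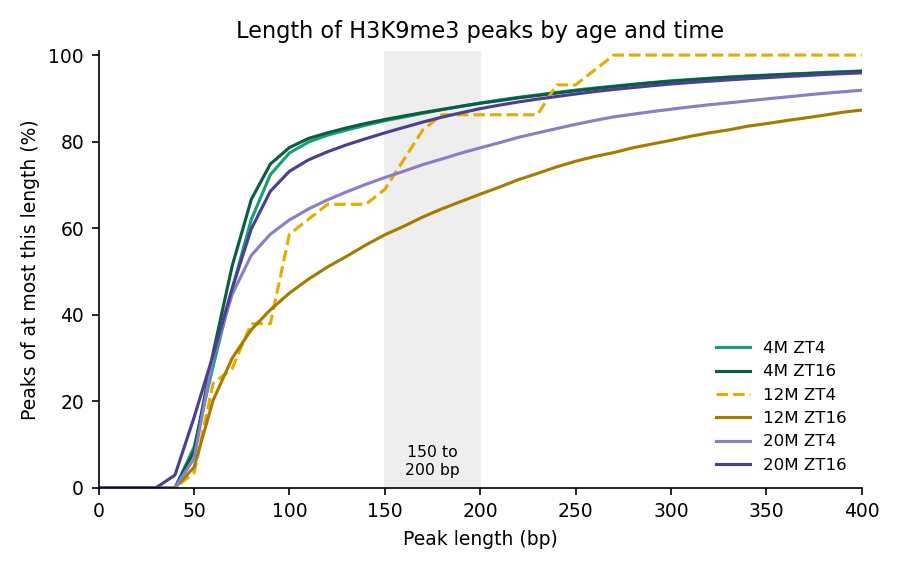
Cumulative percent of the H3K9me3 peaks of each list by length in bp, with the range of 150 to 200 bp marked. Between 58.2% and 85.0% of the peaks of each list lie under 150 bp.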

Of note, the size of H3K9me3 peaks around *slc4a1a* and *fbxo32* were approximately the size of a single nucleosome (150–200 bp), as were many of the peaks in and around protein coding genes. There were also larger heterochromatin domains containing broader peaks and these typically occurred around unannotated transcripts (Additional file 13). 

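Peaks longer than 1 kb numbered 169 at 4 M ZT4, 83 at 4 M ZT16, 24 at 12 M ZT16, 44 at 20 M ZT4 and 136 at 20 M ZT16. They made up 0.240% of the list at 4 M ZT4 (0.207 to 0.279) and 0.155% at 20 M ZT16 (0.131 to 0.183). None was listed at 12 M ZT4. When peaks within 1 kb of each other were merged, the shares rose to 2.64% at 4 M ZT4 and 3.50% at 20 M ZT16. Few of the broad peaks lay within 3 kb of the loci placed in the Additional files. At 4 M ZT4, 3 of the unannotated loci (0.306%, 0.104 to 0.897) and 1 of the annotated loci (0.279%, 0.0493 to 1.57) had a broad peak. At 20 M ZT16, 4 unannotated loci (0.409%, 0.159 to 1.05) and 2 annotated loci (0.559%, 0.153 to 2.01) had one. The intervals of the 2 classes overlapped in both lists. Unannotated transcripts without a change in expression were not analysed here.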

In certain instances, the broad peaks had diurnal changes, but there were no apparent oscillations in the corresponding transcript.

## Discussion

Using multiple genomic approaches, the work reported here was designed as an initial test for the hypothesis that diurnal gene expression and age-related dysregulation is driven, in part, by lncRNA-guided heterochromatin changes. This hypothesis arose from a number of previous observations. First, H3K9me2 and H3K9me3-dependent facultative heterochromatin occurs at the clock genes during the repressive phase of the circadian cycle [24, 40, 42]. Second, the Per-complex contains KMT1/SUV39 along with a number of noncoding RNA binding proteins including NONO [24, 27]. Third, the *Per2* gene has an antisense transcript and in Neurospora, the *frq* NAT natural antisense transcript (NAT) *qrf* is needed for H3K9me-dependent facultative heterochromatin [31, 32, 39]. Forth, there are multiple examples, from single-cell eukaryotes to mammals that reveal H3K9me3 can be directed by lncRNA ranging from centromeres in *S. pombe* [59] to H19-guided imprinting in mammals [60]. And finally, emerging models on aging suggest there is a redistribution of H3K9me3 and DNA methylation, which is either a direct cause or a consequence of aging. Taken together, these findings suggest age-related changes to the circadian transcriptome may occur in part due to age-related changes to circadian lncRNA, which could then alter the underlying heterochromatin. The data presented here is by no means definitive proof this as an all-inclusive model, but does demonstrate a likelihood this occurs at some loci. The data also reveal other mechanisms must exist to account for changes in gene expression independent of H3K9me3.

In good agreement with previous observations, this report shows global reprogramming of the circadian transcriptome during aging even though the underlying circadian oscillator remains largely unaffected. For example, in the liver, age-induced changes in circadian expression are accompanied by changes in protein acetylation and NAD+ metabolism [14]. Similarly, extensive reprogramming of circadian transcriptome in aged stem cells causes a switch in expression of genes involved in homeostasis, to those involved in tissue-specific stress such as DNA damage or inefficient autophagy [13]. Our study contributes new insights into mechanisms underlying age-related changes to diurnal expression and further implicates epigenetic changes that include alterations to circadian lncRNA and genome-wide heterochromatin as potential regulators.

An additional objective of this study was to further identify lncRNAs in zebrafish brain. Considering the majority of expressed transcripts in mammals do not appear to code for proteins [61], these data should serve as a valuable resource to the zebrafish community. In particular, lncRNAs have diverse roles in regulation ranging from transcriptional interference in yeast, to X chromosome inactivation, imprinting, and epigenetic silencing in mammals, including directing H3K9me3 and H3K27me3 [62] so a more complete zebrafish noncode is warranted. Due to the growing evidence lncRNAs are targets of circadian regulation in a variety of tissues and organisms, it is important to get a base-line measure of lncRNAs to begin to understand their role in the clockworks. For example there are 112 lncRNAs showing differential expression in the light and dark in rat pineal gland [63] and mouse circadian transcriptome data suggests there are at least 1000 circadian regulated lncRNAs observed in multiple tissues [30]. Here, we expanded the zebrafish noncode by adding brain to a developmental dataset and explored whether any of these lncRNAs coincided with diurnal changes in H3K9me3. Further, we examined how lncRNA expression changed with age and time-of-day. Among the over 140,000 transcript isoforms identified via Cufflinks, more than 50% were previously unannotated in the GRCz10 and 50,524 are predicted to be lncRNAs by PLEK (both long intergenic non-coding RNA and OT). It remains to be determined how many of these newly identified transcripts are under direct control of the circadian clock and whether they function as heterochromatin regulators in either *cis* or *trans*.

Our findings of age-related changes to diurnal transcription are consistent with other reports showing the core circadian oscillator is relatively stable regardless of age, but *ccg* expression undergoes chronological changes over an animals lifetime. In this study, not only are protein-coding *ccgs* changing with age, but also a significant number of rhythmic lncRNA also change as organism’s age. From gene ontology analysis of protein-coding genes, it is clear the circadian transcriptome changes from anabolic to catabolic processes as one ages. The dynamic nature of age-related changes to clock output between 4 M and 12 M suggests the existence of a complex regulatory mechanism that partially resides at the level of chromatin and becomes unstable with age (20 M). This is quite consistent with the age-related changes in acetylation given deacetylation precedes heterochromatin.

We also examined age-related changes in diurnal genes by disease ontology analysis in hopes of identifying key factors that could provide insight into age-related disease. We specifically examined changes in the expression of Werner syndrome helicase (WRN) because mutations in WRN protein cause an advanced aging disorder known as adult progeria. WRN, like PER2, is associated with KMT1 (SUV39h) and HP1 and there is a reduction in heterochromatin in WRN null cells [47]. We did not observe any age-related changes to WRN (data not shown), nor did it have a diurnal expression (at least at the phase we examined). However, WRN interacting protein 1 (*wrnip1*) was lost with age (Additional file 8c), so it is interesting to speculate that an interaction between Wrn and KMT1 might occur through Wrnip1 and this could potentially account for some of the age-related changes in heterochromatin. Alternatively, other alterations in heterochromatin may be mediated by changes in lncRNAs that potentially interact with the Per2 complex and direct Per-associated KMT1 to different loci; a speculative notion at this stage, but one that needs further study. Regardless, it is clear there is a complex regulatory system below the level of the master oscillator controlling circadian output that changes with age and occurs concurrent with changes in lncRNA, H3K9me3, and must include other chromatin changes.

As a final note, it is important to emphasize that the goal of this study was not to identify circadian protein-coding genes per se, this has been done exhaustively by others. As such, we intentionally ignored established guidelines for circadian rhythm research [64] and instead set out to examine a potential mechanism for age-related changes to gene expression, with the main focus being lncRNA discovery and heterochromatin. To that end, we limited our analysis to two diurnal time points, sequenced to extremely high depth (90 million paired-end reads), and preserved strandedness to augment transcript discovery. This focus on diurnal regulation proved fruitful as it allowed us to identify a much broader range of lncRNAs and analyze H3K9me3 in greater detail. It is now clear that a more comprehensive analysis of age-related changes to lncRNAs and corresponding chromatin structural changes on the circadian time scale is warranted to uncover more detailed mechanism(s) underlying aging.

## Conclusions

There are age-related changes to lncRNA and H3K9me3 that coincide with changes in *ccg* expression. Based on the known function of lncRNA guiding epigenetic modifications in cellular events such as imprinting, X-chromosome inactivation, and NAT-mediated heterochromatin, it is possible that a subset of diurnal lncRNA may guide age-related epigenetic changes that affect *ccg* expression without altering the master circadian oscillator. This theory is supported by our observations showing diurnal and age-related changes in gene expression, including lncRNAs, coincide with diurnal and age-related changes in H3K9me3. This notion provides one potential solution to the perplexing observation that clock output is dynamic as organism’s age, but the core clock does not change appreciably [13, 14]. Our findings reveal that chromatin structure, in the form of circadian-regulated facultative heterochromatin, is one facet that determines whether a gene is rhythmic in young or older adults or when it is expressed in given block of time over one’s lifespan. Based on these and other findings, this may be one of many underlying causes of age-related disease manifestation observed with circadian disruption.

## Methods

### Animal care

Wild-type zebrafish (*Danio rerio)* (SAT) were obtained from ZIRC (Zebrafish International Resource Center, Oregon), housed in system water (conductivity 600 ppm, pH 7.4) at 27 C, and fed twice daily. For diurnal entrainment, the fish were placed under a 12:12 light:dark cycle, but otherwise maintained at 14:10 light:dark cycle for breeding. Embryos and young larvae were raised in egg water (30 mg/L instant ocean in deionized water). For tissue extraction, fish were sacrificed by emersion in cold MS-222 (300 mg/l, Sigma), decapitated and dissected under Phosphate Buffered Saline (PBS) using microdissection tools.

### RNA-Seq

Four Month (M), 12 M and 20 M zebrafish were maintained under a 12:12 light:dark cycle for one week prior to tissue removal. Zebrafish were sacrificed at ZT4 and ZT16 and brain tissue was removed as described [65]. Tissue was immediately snap frozen in liquid nitrogen and RNA was extracted from all samples simultaneously using TRIzol (Invitrogen). RNA-Seq libraries (*n* = 2) were processed at the Columbia Genome Center (New York, NY). Briefly, ribosomal RNA was depleted with RiboZero Gold (Illumina) and converted to cDNA with TruSeq Stranded Library Kit (Illumina). The libraries were sequenced on an Illumina 2500 to a depth of 90 million 100 bp paired-end reads per library. The data are deposited in Gene Expression Omnibus (GEO) under the accession number GSE109856.

### ChIP-Seq

Zebrafish were maintained under identical conditions described for the RNA-seq. Brain tissue was removed and immediately cross-linked with 1% formaldehyde for 10 min then quenched with 0.1 M glycine for 10 min prior to being snap frozen in liquid nitrogen. Frozen tissue was lysed by mechanical disruption in the presence of ChIP lysis buffer [50.0 mM Hepes (pH 7.4), 150 mM NaCl, 1.0 mM EDTA, 1% Triton X-100, 0.1% deoxycholate] containing protease inhibitors (2.0 μg/mL leupeptin, 2.0 μg/mL pepstatin A, 1.0 mM PMSF). Additional cell disruption and chromatin shearing were done in a Misonix cup sonicator 5 times for 30 s at 20% power. The resulting lysates were cleared of cellular debris by centrifugation at 16,000 x g for 1 min. The average size of sheared chromatin was 500 bp. For the ChIP, 200 μg of lysate was mixed with 3 μg H3K9me3 antibody (Abcam ab8898) prebound to Protein A magnetic beads (Dynal) then incubated overnight at 4 °C. The ChIP samples were washed 5x with RIPA buffer (10 mM Tris pH 8.0, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate, 140 mM NaCl) and eluted with 0.1 M sodium bicarbonate, 1% SDS. Isolated samples were heated at 65 °C to reverse crosslinks and protein was removed by the addition of proteinase K. DNA was further purified by phenol-chloroform extraction then precipitated with 1/10 volume 3 M NaOAc pH 5.4 and 2.5 volumes 95% ethanol. Purified DNA from each H3K9me3 ChIP done in triplicate was used for library preparation. DNA was sequenced 50 million 50-bp single-end reads on the Illumina HiSeq 2500 at Duke University Genome Center. The data are deposited in Gene Expression Omnibus (GEO) under the accession number GSE109856. H3K9me3 from the ChIP-seq was validated by qPCR using oligonucleotides contained in Additional file 14.

### RNA-seq analysis

The RNA-seq data were processed using two different analysis pipelines roughly outlined in Additional file 1: Figure S1 and S2 for transcript discovery. The first method used Tophat2-Cufflinks-Cuffdiff and second used Hisat2-Stringtie-Cuffdiff [48, 49, 66]. To enhance transcript discovery, we also included previously published RNA-seq dataset from developing zebrafish embryos (GSE32989) [50]. The combined analysis yielded a single GTF file for differential expression. Paired-end reads were aligned to zebrafish reference assembly GRCz10 (http://www.ensembl.org/Danio_rerio/Info/Index) with TopHat2 (version 2.0.9) using the GRCz10 GTF file as a guide. The mapped reads were assembled with Cufflinks (version 2.2.1). All transcripts from Cufflinks were combined to create new GTF file using Cuffmerge with the default FPKM cutoff of 0.05. The differential gene expression was performed using Cuffdiff [48]. Data was also mapped with HISAT2, and a separate transcript file was created using StringTie [49]. The StringTie minimum FPKM was set 0.1 because that was the maximum level capable of detecting the known *Per2AS* transcript. All subsequent statistical analyses were done in R Studio using the bioconductor package CummeRbund. Visualization of transcripts was done using the Integrative Genomics Viewer (IGV) [67].

### ChIP-seq analysis

The reads of H3K9me3 ChIP-seq were mapped to the zebrafish GRCz10 genome using Bowtie2 [68]. Bam files of each triplicate were further processed using MACS2 for peak calling (FDR ≤ 0.01) [57]. Differential H3K9me3 enrichment between different conditions was analyzed by Diffbind and visualized with MAplot [58]. ChIPseeker was used to analyze genomic features of the H3K9me3 enrichment [69]. The H3K9me3 peaks were visualized with IGV [67].

### Quantitative reverse transcription PCR

Zebrafish (*n* = 3) were maintained and entrained under identical conditions described for RNA-seq. Brain tissue was removed and immediately snap frozen in liquid nitrogen. TRIzol reagent was used for the extraction of total RNA from the brain tissue. 500 μg of total RNA was then used as a template with the SuperScript III First-Strand Synthesis kit (Invitrogen) to produce cDNA. The specific targets were amplified by RT-PCR using oligonucleotides in Additional file 14 using *hmbs* as the internal control. T-tests were performed to calculated *p*-value to determine significant difference between samples.

### Gene and Disease ontology

WebGestalt (WEB-based GEne SeT AnaLysis Toolkit) was used for Gene Ontology (GO) enrichment using an adjusted *p*-value ≤0.01 as the cutoff, with multiple-hypothesis correction to calculate the enrichment *p*-value. The GO clusters with significant *p*-value were taken for further analysis. The top GO terms were converted to log_10_ adjusted *p*-value and visualized with a radial graph or in tabular format [52, 53]. In order to use human Disease Ontology database, the zebrafish genes were first matched to their human orthologues by using Ensembl biomart (www.ensembl.org/biomart) and we used Bioconductor DOSE packages with *p*-value ≤0.05 cut to identify corresponding genes.

## Additional files

Additional file 1: TopHat2/Cufflinks revealed 146,910 transcripts/isoforms with the min-isoform-fraction (-F) set to 0.05 (default setting). 16,532 out of the 146,910 isoforms were known protein-coding genes (class code =). Overlapping transcripts (OT) were identified using Cuffcompare by extracting transcripts with class code x and s from the merged GTF file. Transcripts with class code i, o and u were also extracted and further processed using Bedtools intersect (option -S) to sort antisense OT. In total, there were 14,774 OT fitting these criteria. The 14,774 OT were subjected to PLEK analysis to predict lncRNAs. PLEK revealed 5299 OT lncRNAs. 75% of the OT lncRNAs are unannotated intergenic transcripts with class code u. The remaining 25% are lncRNAs that overlap with an exon of a protein-coding gene. Of note, after PLEK, there were no single exon transcripts. (EPS 1498 kb)

Additional file 2: The HISAT2/StringTie analysis revealed 318,442 transcripts/isoforms with FPKM cutoff set to 0.1 in StringTie. This cutoff, which was an order a magnitude lower than the default, was necessary to identify the known *per2AS* transcript. HISAT2/StringTie identified 15,245 protein-coding transcripts (class code =). OTs were identified using a similar pipeline as described in Additional file 1: Figure S1 except we used Gffcompare instead of Cuffcompare. Transcripts with class codes x, s, i, o or u were extracted and those with class code i, o, or u, were processed with Bedtools intersect. In all, this revealed 183,635 potential OT. The 183,635 OTs were processed using PLEK yielding 131,635 predicted lncRNAs. However, after removing single exon transcripts, only 31,629 OTs remained. Of these, 76% were intergenic and the remaining 24% were contained within another gene. (EPS 1699 kb)

Additional file 3: Expression patterns of lncRNAs from early development through adult aged zebrafish. To enhance transcript discovery, we included stranded RNA-seq data from zebrafish embryogenesis [50]. In addition to allowing enhanced detection of lncRNAs, this dataset provided the ability to examine dynamic changes in lncRNA expression from bud stage to 20 M old fish. To identify all the lncRNAs, we filtered the RNA-seq data using the flowchart in panel a. We started with the 146,910 transcripts from Cufflinks and found 86,327 undefined transcripts (class code u). Next, PLEK predicted 50,524 potential lncRNA. The 50,524 transcripts were further filtered by their expression changes based on the criteria that a transcript must have a statistical change in expression in at least one-time point. This analysis yielded 17,702 unique lncRNAs. The 17,702 transcripts were then clustered based on similarities in the timing of expression. (b-i) Expression patterns of the 17,702 lncRNA from the bud stage of embryogenesis to 20 M fish segregated into eight groups based on similarity in expression. The thick black lines are the average pattern for each group. Also shown is a representative transcript from each group visualized with IGV (left panels). Certain lncRNAs were largely restricted to adult fish ≥4 M (Groups 1, 3, 5 and 6) while others were largely restricted to developmental stages (Groups 2 and 8). Group 7 appeared to span the later stages of development into adult fish ≤12 M. In contrast, Group 4 lncRNAs were expressed at every time point. Of note, the lncRNAs in Group 6 were largely restricted to adult fish and acquired a diurnal change when the fish were 12 M old. (EPS 6739 kb)

Additional file 4: Diurnally expressed genes at 4 months. (XLSX 24 kb)

Additional file 5: Diurnally expressed genes at 12 months. (XLSX 41 kb)

Additional file 6: Diurnally expressed genes at 20 months. (XLSX 30 kb)

Additional file 7: Age-dependent expression changes in diurnal genes. To gain insight into how diurnal transcripts changed with age, we clustered transcripts based on diurnal expression and compared them across the other age groups. The heatmaps represent log_2_ fold change in FKPM values of diurnal genes between ZT4 and ZT16 and cross-compared them to the same transcripts at the different ages. (a) diurnal transcripts at 4 M compared to 12 M and 20 M. (b) Diurnal transcripts at 12 M compared to 4 M and 20 M (c) Diurnal transcripts at 20 M compared to 4 M and 12 M. The log_2_ fold change comparing ZT4 to ZT16 is plotted as a bar chart on the top of each heatmap. (EPS 1701 kb)

Additional file 8: Disease Ontology enrichment analysis of diurnal transcripts at different ages. We performed DO on protein-coding genes that had diurnal expression. (a) The top-ranked DO terms of diurnal genes in the specific age are illustrated in a dot graph (*p* ≤ 0.05). (b) Bar plots of *complement component 3a* (*c3a.1*) and *annexin* 3b (*anxa3b*). Expression changes in both *c3a.1* and *anxa3b* correlate with age-related cognitive decline [56]. (c) We also examined the expression of *wrnip1* and found that it is lost with age. (EPS 1310 kb)

Additional file 9: Expression of *myl10*, *cishb*, and *myl1* sense and antisense transcripts. IGV illustration showing relative expression of sense and antisense transcripts originated from (a) *myl10*, (b) *cishb* and (c) *myl1* for both time points for all three age-groups. The panel on the right shows relative expression validated by RT-PCR (*n* = 3). Error bars represent the SEM with asterisks indicating *p*-value < 0.05. (EPS 1721 kb)

Additional file 10: Genes that changed expression between 4 M and 20 M at ZT4. (XLSX 27 kb)

Additional file 11: Genes that changed expression between 4 M and 20 M at ZT16. (XLSX 38 kb)

Additional file 12: Expression and H3K9me3 for *slc4a1a*. (a-b) The expression of *slc4a1a* sense and antisense transcripts was confirmed by RT-PCR (*n* = 3). (c) H3K9me3 ChIP-qPCR at *slc4a1a.* Error bars represent the SEM and asterisks indicates *p* < 0.05. (EPS 962 kb)

Additional file 13: Representative view of H3K9me3 broad peaks. Broad peaks over 1 kb around unannotated transcripts were observed and illustrated in the IGV viewer. The H3K9me3 broad peaks were found in an unannotated transcript XLOC_030565 (a) and downstream of an unannotated transcript XLOC_020820 (b). The broader peaks spanning multiple nucleosomes showed a diurnal rhythm between ZT4 and ZT16. (EPS 932 kb)

Additional file 14: Oligonucleotides used in this report. (EPS 1201 kb)

## Abbreviations

ChIP-seq: Chromatin Immunoprecipitation with DNA sequencing
CRFH: Circadian regulated facultative heterochromatin
DO: Disease Ontology
GO: Gene ontology
H/S: HISAT2/StringTie, PLEK
lncRNA: Long noncoding RNA
OT: Overlapping transcripts
RNA-seq: RNA sequencing
T/C: Tophat2/Cufflinks

How the deposited data were processed for this re-analysis (not part of the article)

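H3K9me3 ChIP-seq was analysed in brains of zebrafish aged 4, 12 and 20 months, taken at ZT4 and ZT16. The sample descriptions assign 3 H3K9me3 libraries to each of the 6 groups and list 1 GFP antibody library. The authors mapped 50-bp reads to GRCz10 with Bowtie2, called peaks with MACS2 on each triplicate at an FDR that the methods give as 0.01, and deposited 1 list per group. The unit of the deposited value is a score per peak, which the authors' peak caller wrote as a whole number. The lists name no scale for it. The scores of single peaks were not compared between lists, since they depend on depth. Numbers of peaks above the same cut were compared between lists, among them those of the 12 M lists. Such a comparison holds only if the scores are on the same scale. Where the share of peaks above or under a score is given for several lists, each describes its own list. The paper's text does not name the control library of the peak calls. A list made from a triplicate holds no value per library, so no SD, test between groups, or leave-one-out result could be given.

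The lists were read as BED files of 6 columns, and positions are printed counted from 1. Overlap of at least 1 bp counted as shared. Chance overlap was described by 1000 circular shifts of one list within each chromosome. Shares carry Wilson 95% intervals over peaks or loci, which cover counting error only, because neighbouring peaks and fish of a group are not independent draws. Loci came from the paper's Additional files 4 to 6 (diurnal expression) and 10 and 11 (age-related expression), with 3 kb on each side. Whether a locus had its peak at the age with the lower expression was set against 10000 permutations of the direction of expression. These were at first drawn among the loci with a peak at a single age. At ZT4 all of those loci had it at 4 M, which fixed the outcome, so the permutations were drawn again over all loci of the time after that result was seen. Broad peaks were those over 1 kb.

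Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with random seeds fixed. The overlap code was tested on 5000 simulated intervals with 1500 planted overlaps, found 1500 of them, and was checked against bedtools 2.31.1.

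The alternatives chosen before the data were examined were a stricter threshold, numbered chromosomes 1 to 25 only, leaving out chromosome 4, merging of peaks within 1 kb, a reciprocal overlap of 50%, nearness within 1 kb, lists of equal size, no flank or a flank of 10 kb around loci, and leaving out loci on chromosome 4 and unplaced scaffolds. The stricter threshold was to be q 0.001 where a q was given. It was set at a score of at least 30, which is q 0.001 if the score is on MACS2's scale. A score of at least 20 and permutation within groups of similar locus length were added after the data had been seen.

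The named genes follow a rule set in advance. They are the genes the paper names in its H3K9me3 results, the other genes in its text or figures whose locus is in the Additional files, and the 3 annotated genes per time with the largest absolute log2 ratio of the paper's 20 M to 4 M FPKM among loci with a peak at a single age. Loci with an FPKM of 0 at one of the ages have no ratio and were not ranked. XLOC_030565, XLOC_020820, wrnip1 and arntl1a have no locus in the lists used and were not analysed here. Annotated features around peaks, and the overlap of diurnal peaks with oscillating transcripts, were not analysed here, since they need an annotation of GRCz10 or the authors' DiffBind results.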

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

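The tests of the nested lists and of the 12 M ZT4 list, and for chromosome 4 the tests of greater sensitivity and of weak peaks as the whole cause, were chosen only after the results were seen. The other tests of chromosome 4 were set before their own values were seen. No difference between the groups was tested, because each group has 1 list.

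The diurnal difference in the number of peaks went opposite ways at different ages. The log2 ratio of ZT16 to ZT4 was -0.33 at 4 M, 8.24 at 12 M and 2.20 at 20 M. The age difference also turned with the time of day, with a log2 ratio of 20 M to 4 M of -1.87 at ZT4 and 0.65 at ZT16. Both directions were kept with a score of at least 20 and of at least 30. The sites themselves argue against peaks gained and lost one by one. In every pair of lists, at least 96.1% of the peaks of the shorter list were in the longer one. With a reciprocal overlap of 50%, 1539 of 55874 peaks at 4 M ZT16 were unshared with the other time. So were 2033 of 19177 at 20 M ZT4 and 22 of 29 at 12 M ZT4. With lists of equal size, the numbers were 4343, 5909 and 26. The argument therefore covers full lists and an overlap of at least 1 bp. A candidate explanation is that one set of sites was called with different sensitivity. In every pair of lists, a shared peak of the longer list outscored an unshared one in at least 66.0% of pairs of peaks. Depth, pull-down efficiency and a real change in H3K9me3 over all sites would each give this pattern, and the lists do not separate them. Age and time of day remain open and untested.

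The 8.24 at 12 M rests on 29 peaks at ZT4. In the 12 M ZT16 list, a peak shared with ZT4 outscored an unshared one in 94.9% of pairs, so a weaker signal at the same sites is a candidate explanation, whether from the libraries or from the fish. A uniformly weaker signal would leave the strongest sites, however, and of the 29 highest-scoring 12 M ZT16 peaks 26 were not in the ZT4 list and 3 were shared. The explanation therefore remains open. A stricter score threshold in the ZT4 list alone would leave similar numbers once one cut is applied to both lists. With a score of at least 30, 11 peaks remained at ZT4 and 445 at ZT16, a log2 ratio of 5.34, which argues against it if both lists have scores on one scale.

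Peaks listed at 4 M ZT4 and in no other list lay to an unusual extent on chromosome 4 beyond 25 Mb, a region the paper does not discuss. It held 1291 of the 2658 exclusive peaks, or 48.6% (Wilson 95% interval 46.7 to 50.5), and 5.09% of the whole 4 M ZT4 list. These exclusive peaks had a median score of 17, so most lie near the lowest score in the list. With a score of at least 20 the share was 60.2%. Greater sensitivity of that list would put the exclusive peaks of the longest list there too. Of the 20 M ZT16 exclusive peaks 4.79% lay there, a lower share. By number, 944 of the 19725 exclusive peaks at 20 M ZT16 lay there, against 1291 at 4 M ZT4. With a score of at least 30, the numbers were 331 at 20 M ZT16 and 249 at 4 M ZT4. The 2 lists have unlike numbers of exclusive peaks elsewhere, so the shares do not decide on sensitivity. Peaks scoring under 30 lay there more often than higher-scoring ones in each of the 5 lists with peaks in the region, with 42.1% against 3.18% at 4 M ZT4, 26.3% against 2.56% at 4 M ZT16, 1.91% against 0.899% at 12 M ZT16, 4.77% against 1.90% at 20 M ZT4 and 10.3% against 2.90% at 20 M ZT16. Weak peaks may thus contribute, but the share among exclusive peaks rose to 63.8% when peaks under 30 were left out, which argues against weak peaks as the whole cause. Nor did a few dense clusters hold them, since the 5 windows of 1 Mb with the most exclusive peaks held 20.0% of those beyond 25 Mb, and 51 of 52 windows had some. A difference between 4 M fish and older fish was set as a further explanation. Peaks in both 4 M lists and in no list of an older age lay there in 37.2% of cases (32 of 86, 27.7 to 47.8), against 4 of 62 for the same comparison at 20 M. This is consistent with a difference between the 4 M fish and the others, which age, genotype and batch would each give. By share more than by number, the peaks of a single list set 4 M ZT4 (48.6%) apart from 20 M ZT16 (4.79%, 4.50 to 5.09). The other lists with exclusive peaks set the ages apart less. Their shares were 18.2% at 4 M ZT16 (14.0 to 23.4) and 12.8% at 20 M ZT4 (8.23 to 19.3). At 12 M ZT16 the share was 6.90% (1.91 to 22.0), and these intervals overlap. The 4 M ZT16 interval lay above that of 20 M ZT16. With a score of at least 20, 16 of 68 exclusive peaks lay there at 4 M ZT16. At 20 M ZT4 it was 1 of 30, and at 12 M ZT16 0 of 5. Repeated sequence on that arm, the mapping of reads and the genotype of the fish were not tested.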

How the results depend on the processing

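Each of 91 values was recomputed under the alternatives, which gave 435 values. Of these, 292 stayed within 1.5 times of a count or inside the 95% interval of a share or median, or, for a percentile, on the same side of 50 and of the limits of the middle 95%, and 143 moved beyond it. The side of 50 was added to the rule after the values were seen. That rule is still coarse for percentiles, since that of the opposite pattern at ZT4 went from 4.87 to 28.2 without the flank and that at ZT16 from 7.21 to 26.6 without loci on chromosome 4 and unplaced scaffolds, and neither counts as moved. The values that moved are given by alternative, and the cause was not tested except where an alternative itself removes peaks, loci or flank. No paired analysis was possible because each group has 1 list and no value per replicate. Leaving out each replicate was not run for the same reason. Annotated features, with a promoter of 1 kb or 3 kb, were not run. Nearness within 1 kb moved none of its 15 values, and permutation within groups of similar locus length, also chosen after seeing the data, moved neither of its 2. The direction of the difference in peak numbers, between the times at each age and between 4 M and 20 M at each time, was the same with a score of at least 20 or 30, on the numbered chromosomes only, without chromosome 4 and with peaks within 1 kb merged.

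With a reciprocal overlap of 50%, the diurnal comparison gave 1539 peaks only at ZT16 at 4 M, 22 peaks only at ZT4 at 12 M, 7 peaks shared at 12 M and 2033 peaks only at ZT4 at 20 M. The comparison of ages gave 1694 peaks only at 20 M at ZT4 and 2741 peaks only at 4 M at ZT16.

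With lists of equal size, the diurnal comparison gave 4380 peaks only at ZT4 at 4 M, 4343 peaks only at ZT16 at 4 M, 26 peaks only at ZT4 at 12 M, 26 peaks only at ZT16 at 12 M, 3 peaks shared at 12 M, 5909 peaks only at ZT4 at 20 M and 6000 peaks only at ZT16 at 20 M. The comparison of ages gave 6041 peaks only at 4 M at ZT4, 5922 peaks only at 20 M at ZT4, 4263 peaks only at 4 M at ZT16 and 4122 peaks only at 20 M at ZT16. The numbers of loci with age-related expression were 11 with a peak at 4 M only at ZT4, 13 with a peak at 20 M only at ZT4, 199 with a peak at neither age at ZT4, 7 with a peak at 4 M only at ZT16 and 11 with a peak at 20 M only at ZT16. The percent with the opposite pattern was 62.5 at ZT4. Its percentile was 87.3 at ZT4 and 60.7 at ZT16.

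With flanks of 10 kb around loci, the numbers of loci with age-related expression were 1 with a peak at 20 M only at ZT4, 87 with a peak at both ages at ZT4, 72 with a peak at neither age at ZT4, 0 with a peak at 4 M only at ZT16 and 105 with a peak at neither age at ZT16. The opposite pattern at ZT16 lay at percentile 0.66. The percent of annotated loci with a peak was 81.6 at 4 M ZT4, 75.4 at 4 M ZT16, 19.3 at 12 M ZT16, 39.7 at 20 M ZT4 and 85.8 at 20 M ZT16. Among unannotated loci, the percent was 72.4 at 4 M ZT4, 61.6 at 4 M ZT16, 17.1 at 12 M ZT16, 30.7 at 20 M ZT4 and 73.4 at 20 M ZT16. The percent of annotated ZT4 loci with a peak at 4 M only was 40.8. The percent of unannotated ZT4 loci with a peak at 4 M only was 39.5.

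Without the flank around loci, the peaks at fbxo32 numbered 1 at 4 M ZT4, 1 at 4 M ZT16 and 1 at 20 M ZT16. The numbers of loci with age-related expression were 32 with a peak at 4 M only at ZT4, 34 with a peak at both ages at ZT4, 200 with a peak at neither age at ZT4, 30 with a peak at 20 M only at ZT16, 131 with a peak at both ages at ZT16 and 300 with a peak at neither age at ZT16. The percent with the opposite pattern was 71.0 at ZT16. Its percentile was 89.5 at ZT16. The percent of annotated loci with a peak was 49.2 at 4 M ZT4, 45.3 at 4 M ZT16, 9.50 at 12 M ZT16, 22.6 at 20 M ZT4 and 54.7 at 20 M ZT16. Among unannotated loci, the percent was 17.2 at 4 M ZT4, 12.7 at 4 M ZT16, 3.47 at 12 M ZT16, 6.64 at 20 M ZT4 and 16.04 at 20 M ZT16. The percent of unannotated ZT4 loci with a peak at 4 M only was 8.42. The percent of unannotated ZT16 loci with a peak at 20 M only was 4.75.

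On the numbered chromosomes only, the median length in bp was 69 at 4 M ZT16, 111 at 12 M ZT16 and 74 at 20 M ZT4.

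With peaks within 1 kb merged, the median length in bp was 75 at 4 M ZT4, 72 at 4 M ZT16, 124 at 12 M ZT16 and 76 at 20 M ZT16. The percent of peaks of 150 to 200 bp was 3.42 at 4 M ZT4, 3.21 at 4 M ZT16, 8.72 at 12 M ZT16, 6.24 at 20 M ZT4 and 4.29 at 20 M ZT16. The percent of peaks over 1 kb was 2.64 at 4 M ZT4, 2.08 at 4 M ZT16, 2.49 at 12 M ZT16, 1.88 at 20 M ZT4 and 3.50 at 20 M ZT16.

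With a score of at least 20, chosen after seeing the data, the number of peaks was 2908 at 12 M ZT16. The covered length in bp was 500222 at 12 M ZT16. The diurnal comparison gave 196 peaks only at ZT16 at 4 M, 2888 peaks only at ZT16 at 12 M and 68 peaks only at ZT4 at 20 M. The comparison of ages gave 85 peaks only at 20 M at ZT4 and 148 peaks only at 4 M at ZT16. The median length in bp was 72 at 4 M ZT4, 94 at 12 M ZT16 and 72 at 20 M ZT16. The percent of peaks of 150 to 200 bp was 3.61 at 4 M ZT4, 3.61 at 4 M ZT16, 4.76 at 12 M ZT4, 8.63 at 12 M ZT16, 6.50 at 20 M ZT4 and 4.66 at 20 M ZT16. The numbers of loci with age-related expression were 0 with a peak at 4 M only at ZT16. The percent of exclusive peaks on chromosome 4 beyond 25 Mb was 60.2 at 4 M ZT4 and 4.07 at 20 M ZT16.

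With a score of at least 30, the number of peaks was 11 at 12 M ZT4 and 445 at 12 M ZT16. The covered length in bp was 1088 at 12 M ZT4 and 57032 at 12 M ZT16. The diurnal comparison gave 84 peaks only at ZT16 at 4 M, 4 peaks only at ZT4 at 12 M, 438 peaks only at ZT16 at 12 M, 7 peaks shared at 12 M and 18 peaks only at ZT4 at 20 M. The comparison of ages gave 23 peaks only at 20 M at ZT4 and 44 peaks only at 4 M at ZT16. The median length in bp was 72 at 4 M ZT4, 69 at 4 M ZT16, 75 at 12 M ZT16 and 71 at 20 M ZT16. The percent of peaks of 150 to 200 bp was 3.44 at 4 M ZT4, 3.50 at 4 M ZT16, 0 at 12 M ZT4, 11.0 at 12 M ZT16, 5.75 at 20 M ZT4 and 4.09 at 20 M ZT16. The percent of peaks over 1 kb was 0.153 at 4 M ZT4, 0 at 12 M ZT16 and 0.328 at 20 M ZT4. The numbers of loci with age-related expression were 0 with a peak at 4 M only at ZT16. Among unannotated loci, the percent with a peak was 43.7 at 4 M ZT4, 0.306 at 12 M ZT16, 14.8 at 20 M ZT4 and 44.6 at 20 M ZT16. The percent of annotated loci with a peak was 1.12 at 12 M ZT16 and 21.5 at 20 M ZT4. The percent of exclusive peaks on chromosome 4 beyond 25 Mb was 63.8 at 4 M ZT4 and 3.37 at 20 M ZT16.

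Without chromosome 4, the percent of peaks of 150 to 200 bp was 3.97 at 4 M ZT4. The percent of peaks over 1 kb was 0.148 at 4 M ZT4.

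Without loci on chromosome 4 and unplaced scaffolds, the numbers of loci with age-related expression were 0 with a peak at 4 M only at ZT16 and 116 with a peak at neither age at ZT16. The percent with the opposite pattern was 64.9 at ZT16. Among unannotated loci, the percent with a peak was 43.6 at 4 M ZT16, 21.4 at 20 M ZT4 and 54.0 at 20 M ZT16.

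Depth is not recorded in the lists. It limits every comparison of peak numbers, since a list made from fewer reads tends to hold fewer peaks at the same level of H3K9me3, and no alternative corrects for it except lists of equal size, which fix the outcome of a comparison of numbers.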

Differences from the paper's values

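The paper gives the peaks around slc4a1a and fbxo32, and many peaks at protein-coding genes, the size of a single nucleosome, with 150 bp as the paper's lower end. The median peak length was 73 bp at 4 M ZT4, 70 bp at 4 M ZT16, 95 bp at 12 M ZT4, 76 bp at 20 M ZT4 and 73 bp at 20 M ZT16, each against the paper's 150 bp. The paper's statement covers peaks at genes and the medians cover all peaks, so the pair is not like for like. Of the alternatives set before the data were examined, merging peaks within 1 kb brought the median at 12 M ZT4 to 106 bp, within 1.5 times of the paper's value. None of them closed the gap in the other 4 lists. At 12 M ZT16, the median of 117 bp was within 1.5 times of 150 bp, but with a score of at least 30 it was 75 bp.

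The paper's statements on slc4a1a differ. One sentence has its expression decreasing at 20 M, whereas the next has a gain of diurnal expression at 20 M, and the legend of Fig. 5d, which prints the gene as slc4a4, has an increase. Its Additional file gives 2.51 FPKM at 4 M and 12.0 FPKM at 20 M at ZT4, an increase. The text calls fbxo32 diurnal at 4 M, and it is not among the diurnal transcripts of Additional file 4. The paper has H3K9me3 at fbxo32 rising with age at ZT16. In the lists the same 2 sites had a peak at both ages.

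Fig. 5c puts more significant loci on the 20 M side at ZT4 and on the 4 M side at ZT16, whereas 51528 peaks were at 4 M only at ZT4 and 32172 at 20 M only at ZT16. Fig. 4a puts more significant loci on the ZT4 side at 20 M and similar numbers on both sides at 12 M, whereas 68979 peaks were at ZT16 only at 20 M and 8728 at 12 M. The figures show levels at called peaks and the lists show which peaks were called. The paper has enrichment generally opposite to expression, and the opposite pattern was found at 25.3% of the loci with a peak at a single age at ZT4 and 51.0% at ZT16. All 79 such loci at ZT4 had the peak at 4 M, and 50 of the 51 at ZT16 had it at 20 M. These shares therefore mostly follow which list is longer, and permuted directions gave 32.7% and 60.5%. Loci with a peak at both ages, 56 at ZT4 and 229 at ZT16, are left out. The shares thus do not test the paper's statement on levels. With lists of equal size the shares were 62.5% and 55.6%, and without the flank the share at ZT16 was 71.0%. Without loci on chromosome 4 and unplaced scaffolds it was 64.9% at ZT16. The paper has broad peaks typically around unannotated transcripts. At 4 M ZT4, 3 unannotated loci and 1 annotated locus had one, of 979 and 358. Of the 169 broad peaks of that list, 3 lay at these unannotated loci and 1 at an annotated locus. Where the other broad peaks lie was not analysed, so the values do not test the paper's statement.

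The paper gives a q of 0.01 for the peak calls. If the scores are on MACS2's scale, the lowest score of 10 in 5 lists corresponds to q 0.1, and 66.8% of the peaks at 12 M ZT16 lie under the score of 20 that corresponds to 0.01. The paper also calls changes more pronounced at lncRNAs. That statement rests on levels, and the paper predicts only a part of the unannotated transcripts to be lncRNAs. The shares of unannotated loci with a called peak are therefore not like for like. The share of loci with a peak at 4 M only at ZT4 was 30.5% at unannotated and 27.6% at annotated loci, and the order was reversed with a score of at least 30 (30.5% and 38.2%), without the flank (8.42% and 21.1%) and with flanks of 10 kb (39.5% and 40.8%). At ZT16, the share with a peak at 20 M only was 10.2% at unannotated and 12.0% at annotated loci, and with flanks of 10 kb it was 10.2% and 8.38%.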

Other observations

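The tests of the direction of expression were drawn over all loci only after a first version had been seen, and the tests of length in the 4 M and 12 M ZT16 lists and of the unannotated loci at 20 M ZT16 were chosen after the values were seen.

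Fewer loci with age-related expression had the opposite pattern than most permutations gave, at percentile 4.87 at ZT4 and 7.21 at ZT16. Both lie within the middle 95% of the permutations. The percentile also moves with whether a locus has any peak, since loci without one were permuted too. At ZT4, 31 of 87 loci higher at 20 M had a peak at either age, against 104 of 179 lower at 20 M. Of these, 20 of 31 and 59 of 104 had it at 4 M only, a difference toward the opposite pattern. At ZT16, 25 of 93 higher and 25 of 187 lower loci with a peak had it at 20 M only, a difference away from it. A candidate explanation is that the longer list sets which age has the peak, whatever the direction of expression. Permutation within groups of similar locus length, added after the values were seen, gave percentiles 4.98 and 6.72, so locus length did not shift them. The percentile depended on the flank and on the list sizes. At ZT16 it was 0.66 with a flank of 10 kb, outside the middle 95% and on the side away from the opposite pattern, and 89.5 without the flank. At ZT4 it was 19.4 and 28.2. With lists of equal size it was 87.3 at ZT4 and 60.7 at ZT16. No biological explanation was tested.

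Most peaks were shorter than a nucleosome. If only the tip of weak peaks passed the threshold, the strongest peaks should be longer. In the longest list, 20 M ZT16, the 10% of peaks with the highest scores had a median length of 142 bp, against 73 bp for all peaks, a comparison added after the value was seen. The length of 150 bp set for this test was not reached, and 52.1% of them were shorter, so the explanation stays open there. In the 4 M lists the same 10% reached medians of 173 bp and 210 bp, which the explanation would give. At sites with a single peak in both a 4 M list and the 20 M ZT16 list, however, the peaks hardly lengthened in the longest list, with medians of 72 bp at 4 M ZT4 and 73 bp at 20 M ZT16 over 66703 sites, and of 69 bp at 4 M ZT16 and 77 bp at 20 M ZT16 over 54775 sites. The explanation therefore stays open in the 4 M lists. In the 12 M ZT16 list the highest-scoring 10% had a median of 77 bp against 117 bp for all peaks, which the explanation would not give. At the 8344 sites with a single peak in both that list and the 20 M ZT16 list, however, the median length was 114 bp at 12 M and 205 bp at 20 M, as it would give, so it stays open in that list too. At 20 M ZT4 the median was 88 bp against 76 bp. At sites with a single peak in both 20 M lists, the median length was 75 bp at ZT4 and 110 bp at ZT16. The shortest peak of each list was 39 to 50 bp long, no longer than the 50-bp reads. The length of a called peak therefore need not be the extent of the mark. The fragment length and the settings of the peak caller were not tested.

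In every list except that of 12 M ZT4, unannotated loci had a peak within 3 kb more often than the mean of shifted peaks. At 12 M ZT4 none of these loci had a peak. The share lay within the range of the shifts at 12 M ZT16, with 10.0% and 46 of 1000 shifts at or above it. The same held at 20 M ZT4, with 18.5% and 8 shifts. At 4 M ZT16 the share was 38.4%, above the maximum of 37.3%. At 4 M ZT4 the share was 47.4%, against a mean of 39.1% and a maximum of 45.0% over 1000 shifts. At 20 M ZT16 it was 47.8% against a mean of 42.6%, and 1 shift reached it. Annotated loci stood within the shifts, with 65.1% against 64.7% and 71.5% against 70.3%. Loci on chromosome 4 and unplaced scaffolds may contribute at 4 M ZT4, but shares stayed above the mean of the shifts without them. At 4 M ZT4 the share without them was 48.6% against a mean of 42.5%. It lay within the range of the shifts, whose maximum was 49.2%, although 1 of the 1000 shifts reached it. That range was wider, with 543 of the 979 loci left. The share was 43.6% against a mean of 37.6% at 4 M ZT16, and 21.4% against 17.6% at 20 M ZT4. At 20 M ZT16 the share without them was 54.0%, above the maximum of 53.8%, so these loci do not account for the excess there. Age and time of day were not tested as explanations.

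Loci with diurnal expression seldom had a peak at a single time in a way that set the ages apart from the list lengths. Of 140 annotated loci rhythmic at 4 M, 10 had a peak at ZT4 only and none at ZT16 only. Of 117 annotated loci rhythmic at 20 M, none had a peak at ZT4 only and 43 at ZT16 only. Of 504 unannotated loci rhythmic at 12 M, 37 had a peak at ZT16 only and 467 at neither time.

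Of the genes the paper reports as diurnal at all ages, 11 that it names in its text were examined. It also names arntl1a, which has no locus in the Additional files and was not analysed here. Of their loci, 8 had a peak within 3 kb at 4 M ZT4, 7 at 4 M ZT16, 4 at 20 M ZT4, 8 at 20 M ZT16, 1 at 12 M ZT16 and 0 at 12 M ZT4. The loci of per1b, bhlhe40 and nr1d1 had none in any list.

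By the rule on named genes, the largest expression differences among annotated loci with a peak at a single age and an FPKM above 0 at both ages were at si:dkeyp-73d8.6 with si:dkeyp-73d8.9, myhz1.1 with myhz1.2, and slc12a10.2 at ZT4, each with a peak at 4 M only. At 4 further annotated loci with a peak at 4 M only at ZT4, among them that of ggact.2 with ggact.3, the paper's FPKM at 20 M is listed as 0, so they have no ratio and were not ranked. For the ranked loci, the log2 ratios of the paper's FPKM at 20 M to 4 M were -5.39, 4.83 and -4.16. At ZT16 they were atp2a1l, ppp1r27b and ckmt2b, each with a peak at 20 M only and log2 ratios of -6.66, -6.48 and -4.92. The expression values are the paper's, and the cells or tissue these transcripts came from were not examined here. The same limit holds for slc4a1a and fbxo32. These pairs of a peak and an expression difference therefore do not show regulation in brain cells.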
